# Transcriptome Analysis Reveals Photoperiod-Associated Genes Expressed in Rice Anthers

**DOI:** 10.3389/fpls.2021.621561

**Published:** 2021-02-26

**Authors:** Shiyu Sun, Duoxiang Wang, Jingbin Li, Yaqi Lei, Gang Li, WenGuo Cai, Xiangxiang Zhao, Wanqi Liang, Dabing Zhang

**Keywords:** transcriptome, rice anther, photoperiod, WGCNA, carbohydrate, transport, phytohormone, PGMS

## Abstract

Environmental conditions, such as photoperiod and temperature, can affect male fertility in plants. While this feature is heavily exploited in rice to generate male-sterile lines for hybrid breeding, the underlying molecular mechanisms remain largely unknown. In this study, we use a transcriptomics approach to identify key genes and regulatory networks affecting pollen maturation in rice anthers in response to different day lengths. A total of 11,726 differentially expressed genes (DEGs) were revealed, of which 177 were differentially expressed at six time points over a 24-h period. GO enrichment analysis revealed that genes at all time points were enriched in transport, carbohydrate, and lipid metabolic processes, and signaling pathways, particularly phytohormone signaling. In addition, co-expression network analysis revealed four modules strongly correlated with photoperiod. Within these four modules, 496 hub genes were identified with a high degree of connectivity to other photoperiod-sensitive DEGs, including two previously reported photoperiod- and temperature-sensitive genes affecting male fertility, *Carbon Starved Anthe*r and *UDP-glucose pyrophosphorylase*, respectively. This work provides a new understanding on photoperiod-sensitive pollen development in rice, and our gene expression data will provide a new, comprehensive resource to identify new environmentally sensitive genes regulating male fertility for use in crop improvement.

## Introduction

Hybrid breeding has made a great contribution to the yield increase of rice (*Oryza sativa*) relative to inbred varieties, with improvements of up to 20% (Khush, 2001; Michel et al., 2001; Yuan, 2004; Cheng et al., 2007). Originally, after the discovery of a wild abortive cytoplasmic male sterile (CMS) line in the 1970s, a three-line system containing the male-sterile line, a maintainer line, and a restorer line was used (Yuan, 1984). Due to the time-consuming and germplasm-limited nature of using separate maintainer and restorer lines (Chen et al., 2010), a more modern two-line system was developed in 1973, based on the discovery and application of environmentally sensitive genic male sterile lines (EGMS) (Shi, 1981). Photoperiod-sensitive (PGMS) lines and thermosensitive (TGMS) lines have been successfully developed and applied widely in rice breeding (Mou, 2016).

Since photoperiod is more stable and predictable than temperature, breeders have focused on PGMS lines. Several genes, such as *photoperiod-sensitive male sterility-1* (*pms1*) (Zhou et al., 2011; Fan et al., 2016), *pms2* (Zhang et al., 1994), *pms3* (Ding et al., 2012a,b; Zhou et al., 2012), *Programmed Cell Death 5* (*OsPDCD5*) (Wang Y. et al., 2010), and *Carbon Starved Anther* (*CSA*) (Zhang et al., 2013), have been reported to control PGMS. *Pms1* encodes a long non-coding RNA (lncRNA) that acts as a phased small-interfering RNA (phasiRNA)-generating locus to produce the *PMS1T* transcript (21-nt phasiRNA). *PMS1T* is highly expressed during pollen formation in wild-type plants under long-day (LD) conditions, and a mutation in *PMS1T* that causes an accumulation of phasiRNAs causes PGMS (Fan et al., 2016). A single-nucleotide polymorphism (SNP) in *pms3*, another lncRNA required for normal pollen development, reduces *pms3* transcript levels under LD conditions, leading to PGMS in a japonica cultivar, NK58S (Ding et al., 2012a,b). Subsequently, Zhou et al. (2012) identified the same SNP in NK58S-derived cultivars and reported the role of this mutation in producing one mutated small RNA, leading to PGMS and TGMS in *japonica* and *indica* backgrounds, respectively (Zhou et al., 2012). *OsPDCD5* is an ortholog of mammalian *programmed cell death 5*, whose decreased expression induces photoperiod-sensitive male sterility in rice under LD photoperiods (≥13.5 h sunlight) (Wang Y. et al., 2010). *CSA* encodes an R2R3 MYB transcription factor that regulates sugar accumulation in rice anther sink tissue; its knockout mutant accumulates insufficient sugar and starch levels in anthers under short-day (SD) conditions, resulting in male sterility (Zhang et al., 2010, 2013). A TGMS line currently used for hybrid seed production, *thermosensitive genic male sterile 5* (*tms5*), has been shown to contain a mutation in a conserved ribonuclease, RNase Z (Zhou et al., 2014). These findings reveal the complexity of the interaction between genetic components and environmental signals in determining male fertility in plants (Kim and Zhang, 2018). However, the global understanding of male reproduction in plants in response to different photoperiods remains largely unknown.

To comprehensively analyze molecular mechanisms controlling plant male fertility in response to photoperiod, we performed a global RNA sequencing (RNA-seq) analysis on anthers grown in LD and SD conditions. Genes associated with carbohydrate transport and metabolism, and phytohormone signaling, were highly correlated with day length during late pollen developmental. This work provides insights into the molecular mechanisms of photoperiod-dependent male fertility, which can lead to identification of new PGMS genes for hybrid breeding.

## Materials and Methods

### Plant Materials

Rice variety *O. sativa* L. *ssp. japonica* 9522 was grown in paddy fields around Shanghai (China) during the normal rice growing season (June–August). Photoperiod treatment was started after panicle initiation and continued until all samples were collected: LD was the natural daylight condition, with a photoperiod of ∼14 h; SD conditions were simulated by covering plants with black cloth for the last 2 h of natural daylight to create a 12-h photoperiod. Duplicate samples of anthers were collected at mitosis I (stage 11) based on anther length (about 2.2 mm), which was described by Zhang et al. (2011) at six time points (00:00, 04:00, 08:00, 12:00, 16:00, and 20:00; Supplementary Figure 1). All samples were frozen immediately in liquid nitrogen and stored at −80°C.

### RNA Sequencing

RNA isolation, library construction, and sequencing were performed by Novelbio Ltd (Shanghai, China). Briefly, TRIzol^®^ reagents (Invitrogen, Carlsbad, CA, United States) were used to isolate RNA from each of two biological samples from each experimental condition. RNA quality was assessed by 1% agarose gel electrophoresis, Nanodrop (ThermoFisher), and Bioanalyzer (Agilent 2100), with A260/A280 = 1.8–2.2, and RNA integrity number (RIN) > 6.5. Libraries were synthesized using the standard Ion proton RNA-Seq Kit v2.0, according to the manufacturer’s instructions. Library sequencing was conducted by Ion Proton^TM^ (Life Technologies, Carlsbad, CA, United States).

### Sequence Data Processing, Mapping, and Annotation

The genome and annotation of the rice reference cultivar Nipponbare was downloaded from the MSU Rice Genome Annotation Project^1^ (Kawahara et al., 2013). FastQC (Version 0.11.1) was used to remove reads with 20% of the base quality lower than 13. Clean reads were mapped to the reference genome using Mapsplice v2.1.8 and then read counts were calculated (Wang K. et al., 2010), which were normalized to reads per kilobase per million (RPKM) to obtain relative levels of transcript expression. Counts and RPKM for each gene are given in Supplementary Data Sheet 1. A summary of sequencing data for each sample is given in Supplementary Table 1 and Supplementary Figure 2. The sequencing data were also uploaded in NCBI (GSE163030). Expression data for genes of interest in other vegetative and reproductive tissues (Supplementary Figure 5B) were sourced from the Rice Expression Profile Database (RiceXPro) (Sato et al., 2012).

### Quantitative Reverse Transcription (qRT)-PCR Validation

cDNA was synthesized using the Fast RT Kit (Tiangen Biotech, Beijing), following the manufacturer’s instructions. qRT-PCR analysis was performed on the LightCycler 96 (Roche). The *OsActin* gene was used as internal control, and the relative expression level of target genes was calculated based on the 2^–ΔΔ*Ct*^ method (Livak and Schmittgen, 2001). Primer sequences for qRT-PCR were found in qPrimerDB (Supplementary Data Sheet 9) (Lu et al., 2017).

### DEG, GO, and KEGG Ontology Enrichment Analysis

Differentially expressed genes (DEGs) were identified by DEseq2, using | log_2_fold change| ≥ 1 and false discovery rate (FDR) < 0.05 (Audic and Claverie, 1997). The Venn diagram of all DEGs was plotted by Rpackage “venn” (Adrian, 2019), while heatmaps and dendrograms of gene expression were plotted with Rpackage “pheatmap” (Raivo Kolde, 2019). The cluster of all DEGs was also visualized by “pheatmap” based on k-means clustering algorithm. Gene ontology (GO) enrichment was performed by agriGo^2^, and significant enriched GO terms were defined with *p* value < 0.01 and *q* value < 0.05 (Tian et al., 2017). The visualization of GO enrichment results was performed by Rpackage “Clusterprofiler” (Yu et al., 2012). KEGG (Kyoto Encyclopedia of Genes and Genomes) enrichment was also performed using Rpackage “Clusterprofiler” (Kanehisa and Goto, 2000).

### Construction of Gene Co-Expression Networks

Weighted gene co-expression network analysis R package (version 3.6) (Langfelder and Horvath, 2008) was used to construct co-expression networks of all expressed genes with automatic, one-step network construction and module detection. First, the soft thresholding power β was chosen based on the lowest power for which the scale-free topology fit index reached a high value. The function “blockwiseModules” was then used to construct topological overlap matrix (TOM) and module detection. The associations between modules and trait were estimated using Pearson correlation coefficient between module eigengenes and phenotype where 0/1 were used to define SD/LD or light/dark conditions. The expression patterns of four trait-related modules were plotted by “ggplot2” (Wickham, 2016). Hub genes were identified by both gene significance and module membership. The module membership (MM) is the correlation of gene expression profile with module eigengenes, and gene significance (GS) is the association of individual genes with that trait. Hub genes were set to a threshold of GS and MM > 0.8 (Horvath and Dong, 2008).

### Visualization of Co-expression Genes

Cytoscape (V3.7.2) (Shannon et al., 2003) was used to visualize co-expression networks. Input data from turquoise module were chosen based on the weight in terms of correlation value from the TOM (Topological Overlap Matrix Value), so that a higher value refers to a strong co-expression. The top 100 highest correlations with *CSA* and *Ugp1* genes were chosen and highlighted the top 1% correlation value of genes.

## Results

### DEGs in SD and LD Anthers

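Anthers of a *japonica* rice variety grown in paddy fields were collected every 4 h through one day, beginning at 08:00. LD was the natural daylight of about 14 h, and SD was made by covering the plants with black cloth late in the day to give a 12-h photoperiod. The deposited design text also gives 12 h of light for SD but describes LD as 14 h of dark, and the paper's day lengths are used throughout. Each photoperiod was sampled at 6 time points with 2 biological replicates per time point, which gave 24 RNA-seq libraries in 12 groups. Sequencing was done on the Ion Proton platform. The authors removed reads of low base quality, mapped the clean reads to the Nipponbare genome of the MSU Rice Genome Annotation Project with MapSplice, and counted reads per annotated locus. The counts were deposited as whole numbers for 55986 loci, without normalization. The paper's text does not name the counting tool, or how reads from near-identical loci were assigned. Total counts per library ranged from 18459126 to 27529649 in SD anthers (median 20382543.5, n = 12) and from 18043740 to 23293969 in LD anthers (median 20810396, n = 12). Between 28171 and 29547 loci per library had at least 1 count. The correlation of log2 CPM between the replicates of a group, taken across genes, was between 0.960 (SD 00:00) and 0.987 (SD 12:00). By the paper's read numbers (Supplementary Table 1), between 82.6% and 87.0% of the clean reads of an SD library and between 69.2% and 94.7% of those of an LD library were counted on loci. Total counts followed clean reads over SD libraries (r = 0.997, rho 0.993, n = 12) and not over LD libraries (r = −0.0981, rho −0.126, n = 12), and in 2 LD libraries the counted share was above the mapped rate in the same table. Mean raw read lengths in that table were 123 to 142 bases in SD libraries against 108 to 127 bases in LD libraries.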

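The counts of the 4 libraries of each time point were fitted separately with edgeR's quasi-likelihood method, after its TMM normalization and its filter on low counts (filterByExpr). A gene was a DEG at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. The paper's own tool, DESeq2, was run on the same counts as an alternative. Positive log2 fold changes are higher in SD anthers, and expression values are TMM-scaled CPM given as mean ± standard deviation of the 2 replicates. A total of 24857 genes were tested at 1 or more time points, and 11717 were DEGs at 1 or more of them. Of these, 5042 were up-regulated in SD anthers only, 5820 were down-regulated only, and 855 were up-regulated at one time point and down-regulated at another. DESeq2 gave 11763 DEGs, of which 10920 were shared with edgeR. The 2 alternatives that moved the total most were dropping the fold-change threshold, with 17806 DEGs, and a test against a fold change of 2 (glmTreat), with 6950.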

A total of 11,726 unique DEGs were identified between SD and LD conditions (Supplementary Data Sheet 2). 

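Primers in Supplementary Data Sheet 9 and the panels of Supplementary Figure 3 pair 4 loci with the qRT-PCR test besides *CSA* and *OsUgp1*. In the RNA-seq counts, LOC_Os01g18110 was lower in SD anthers at each time point, with 1.29 ± 0.169 CPM in SD anthers and 16.5 ± 6.94 CPM in LD anthers at 12:00 (log2 fold change −3.63, standard error 0.36, edgeR adjusted p = 3.17e-04). LOC_Os06g09310 was also lower in SD at each time point, with the largest difference at 04:00, 3.30 ± 1.22 CPM in SD anthers and 24.8 ± 1.96 CPM in LD anthers (log2 fold change −2.90, standard error 0.27, edgeR adjusted p = 0.00299). LOC_Os11g02180 had 23.1 ± 0.257 CPM in SD anthers and 50.1 ± 9.51 CPM in LD anthers at 08:00 (log2 fold change −1.10, standard error 0.18, edgeR adjusted p = 0.00688), and its log2 fold change at 12:00 was −1.17 (edgeR adjusted p = 3.26e-04). The difference of LOC_Os01g16414 stayed under 2-fold at all 6 time points, with 23.6 ± 1.15 CPM in SD anthers and 14.7 ± 0.794 CPM in LD anthers at 04:00 (log2 fold change 0.66, standard error 0.14, edgeR adjusted p = 0.0190). The qRT-PCR values themselves were not analysed here.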

Six genes from the RNA-seq data were selected for confirmation by quantitative reverse-transcription PCR (qRT-PCR), and patterns of expression with the two methods were found to be consistent (Supplementary Figure 3).

The highest numbers of DEGs were expressed at 12:00, with 4552 genes up-regulated and 4662 genes down-regulated in SD anthers compared with LD anthers (Figure 1A and Supplementary Figure 4). 

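At 12:00, 9551 of the 23858 genes tested (40.0%) were DEGs, 4864 of them up-regulated and 4687 down-regulated in SD anthers. The counts at the other time points were 4132 at 08:00 (1701 up-regulated and 2431 down-regulated), 3709 at 04:00 (960 and 2749), 1172 at 20:00 (288 and 884), and 364 at 00:00 (176 and 188). With DESeq2, 9229 genes were DEGs at 12:00 (4524 and 4705), and 8864 of them were shared with edgeR. Dropping the fold-change threshold moved the count at 12:00 most, to 14918 genes. When libraries were scaled by their totals alone, the median log2 fold change of all tested genes at 12:00 was 0.27 in place of −0.01 under TMM, and the split became 6304 up-regulated (63.3%, against 50.9% under TMM) and 3662 down-regulated. At 04:00 the same change gave a median of 0.18 and 1634 up-regulated DEGs (42.3%, against 25.9%). With each of the 4 libraries of 12:00 left out in turn, between 9030 and 9295 of the 9551 DEGs kept an absolute log2 fold change of at least 1 in the same direction. The count at 12:00 was the largest of the 6 under every alternative that was run.

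**Figure D1:**
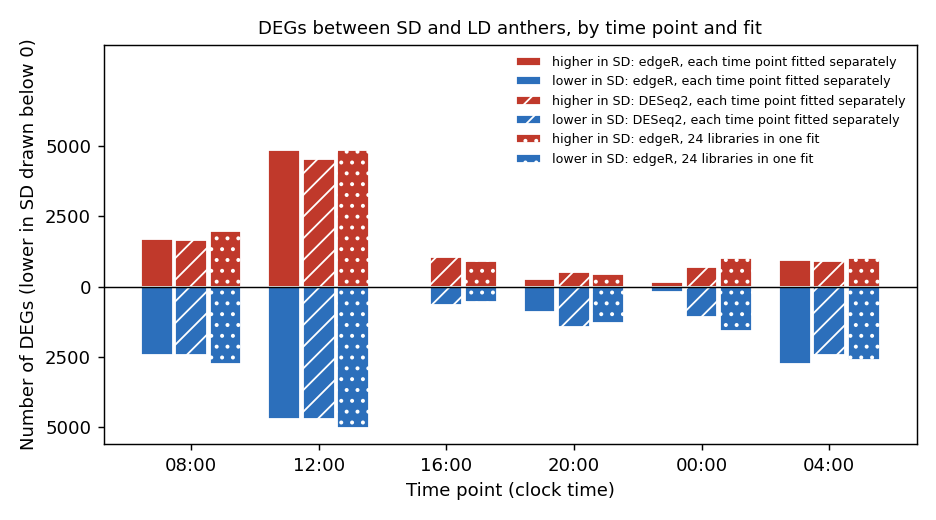
Number of DEGs between SD and LD anthers (vertical axis, genes lower in SD drawn below 0) at each time point (horizontal axis), from edgeR and DESeq2 fits of the 4 libraries of each time point and from an edgeR fit of all 24 libraries. The bars are tallest at 12:00 in all 3 fits, with 9551, 9229, and 9884 DEGs.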

Interestingly, the lowest number of DEGs was observed 4 h later at 16:00, with only 824 up-regulated and 546 down-regulated genes in SD anthers. 

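At 16:00, 0 of 23466 genes tested reached an adjusted p below 0.05 in edgeR, with 0.0624 the smallest adjusted p. Without adjustment, 7275 genes had a p below 0.05, and 2303 of them also had an absolute log2 fold change of at least 1. The number of DEGs at this time point differed between settings. DESeq2 gave 1675 DEGs (1037 up-regulated and 638 down-regulated), an edgeR fit of all 24 libraries with one shared estimate of the spread gave 1483 (922 and 561), and an edgeR fit that kept every gene with at least 1 count gave 1402. In the DESeq2 calls and in the 24-library fit, 16:00 also had the fewest DEGs, next to 1793 and 2598 at 00:00 and 1963 and 1776 at 20:00. In the fit that kept every gene with at least 1 count, 00:00 had fewer (1312), and with the replicate number as a block 16:00 had 2078 DEGs and 20:00 had 788. The median absolute log2 fold change over all tested genes was 0.36 at 16:00, 0.35 at 20:00, and 0.80 at 12:00.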

All 11,726 DEGs assembled into just seven clusters, confirming that the largest differences in expression between LD and SD appeared at 12:00, followed by 08:00 and 04:00 (Figure 1B). Additionally, the 12:00 time point saw expression of the largest number of unique DEGs (4502), whereas the least numbers of unique DEGs occurred at 20:00 (55) and 00:00 (64) (Figure 1C). These results suggest that photoperiod dramatically affects gene expression patterns in anthers, with the largest changes occurring in the morning (04:00, 08:00, and 12:00), even before dawn.

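The 11717 DEGs were grouped by k-means with 7 clusters on the z-scores of their 12 group means (log2 CPM). The clusters held 2327, 2143, 2033, 2017, 1561, 854, and 782 genes. In 4 of the 7 clusters, with 7047 genes in all, the largest gap between the SD and LD profiles was at 12:00. The clusters of 1561 and 782 genes had their largest gap at 04:00, and the cluster of 2327 genes at 08:00. Taken gene by gene, the gap was largest at 12:00 for 67.6% of the DEGs, at 04:00 for 15.2%, and at 08:00 for 11.6%. The other 3 time points were the largest for 2.71% (00:00), 1.78% (16:00), and 1.11% (20:00) of DEGs. The median absolute log2 fold change of the DEGs ordered the time points as 12:00 (1.67), 08:00 (0.87), 04:00 (0.73), 00:00 (0.63), 20:00 (0.60), and 16:00 (0.47). These genes were picked by their calls, most of them at 12:00, so the order is partly set by the selection. Over all tested genes it was 12:00 (0.80), 08:00 (0.46), 04:00 (0.44), 00:00 (0.37), 16:00 (0.36), and 20:00 (0.35). With 5 clusters in place of 7, the largest held 3547 genes, and in 4 of them the largest gap was again at 12:00.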

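The edgeR fits gave 5184 genes that were DEGs at 12:00 and at no other time point, 1232 at 04:00 alone, and 473 at 08:00 alone. At 20:00 and 00:00 there were 45 and 3 such genes. With DESeq2 the counts were 4523 at 12:00, 971 at 04:00, 395 at 08:00, 388 at 16:00, 63 at 00:00, and 53 at 20:00. The 24-library fit gave 145 such genes at 00:00 and 53 at 20:00. A gene that passed at one time point only was not thereby shown to differ between time points, which was tested with the interaction of photoperiod and time point.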

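Whether the photoperiod effect differed between time points was tested directly, as the interaction of photoperiod and time point over the 24 libraries. It had an adjusted p below 0.05 (edgeR's quasi-likelihood F-test) for 12370 of 25498 genes (48.5%). The spread between replicates differed between time points, with a common biological coefficient of variation of 0.199 at 08:00, 0.163 at 12:00, 0.223 at 16:00, 0.206 at 20:00, 0.277 at 00:00, and 0.186 at 04:00. With each library left out in turn, 3627 to 4042 of the 4132 DEGs at 08:00 and 3363 to 3534 of the 3709 DEGs at 04:00 stayed at an absolute log2 fold change of at least 1 in the same direction. From the numbers of DEGs and the clusters, the paper proposes that photoperiod strongly affects expression in anthers and that the largest changes fall in the morning, beginning before dawn.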

**FIGURE 1:**
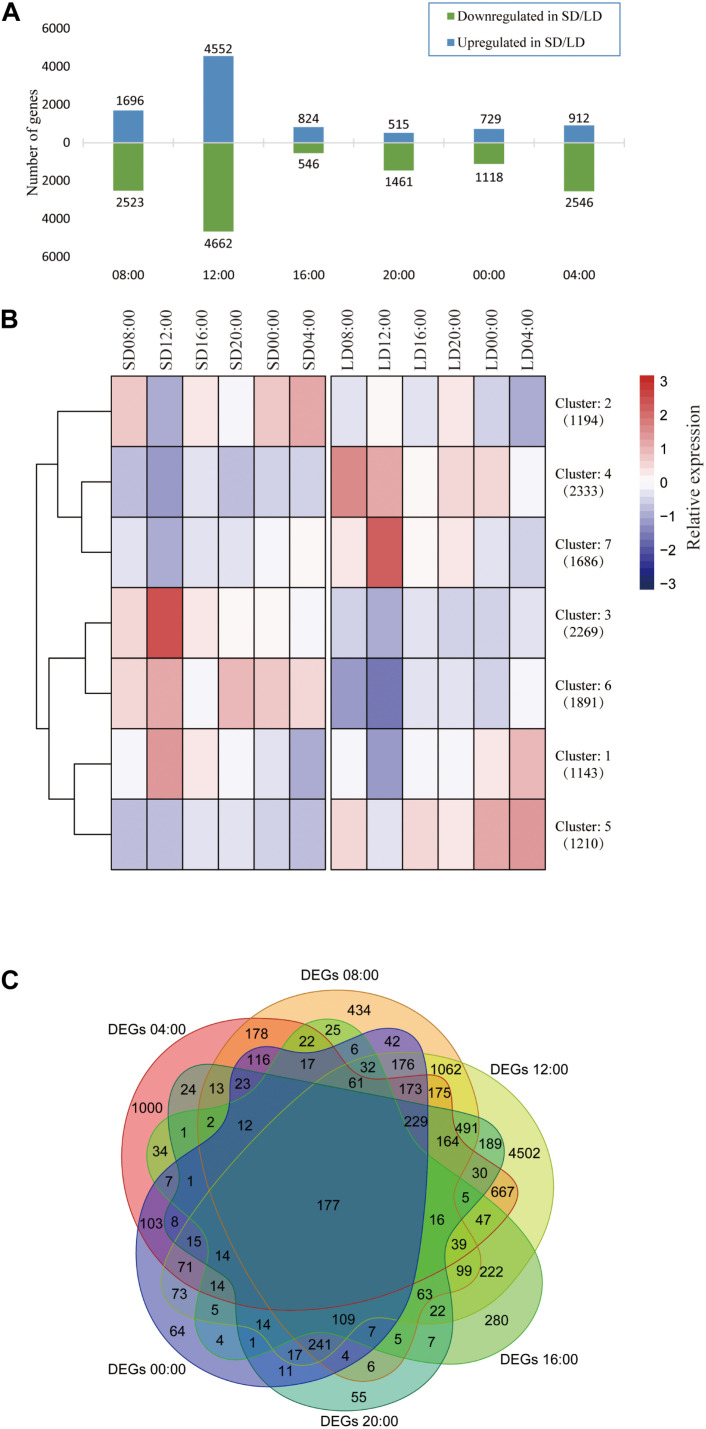
Expression of 11,726 DEGs in response to photoperiod conditions. SD, short day; LD, long day. **(A)** Number of up- and down-regulated DEGs at each time point. **(B)** Heatmap and dendrogram of all DEGs in all samples (*k* = 7). Gene numbers in each cluster given in brackets. DEGs assembled to seven clusters: three clusters up-regulated in SD (2, 3, and 6); three clusters up-regulated in LD (4, 5, and 7); and Cluster 1, with higher daytime expression under SD conditions, and nighttime expression under LD conditions. The value of center point of seven clusters represents relative expression. **(C)** Venn diagram showing all DEGs at six time points. A total of 177 genes showed differential expression between SD and LD at all time points.

#### Anther DEGs at All Time Points

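Because no gene passed at 16:00 in the separate edgeR fits, the number of DEGs at all 6 time points was 0 there, although 7275 genes had an unadjusted p below 0.05 at 16:00. A set of 140 genes were DEGs at the other 5 time points. All 135 of these genes that were tested at 16:00 differed in the same direction there, 133 of them by at least 2-fold. DESeq2 gave 169 genes at all 6 time points, and the edgeR fit of the 24 libraries gave 195.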

A total of 177 genes were differentially expressed at all time points in SD and LD anthers (Figure 1C). Most of these genes (138) were up-regulated in LD anthers, with low or undetectable expression in SD anthers (Supplementary Figure 5A). 

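Among the 140 genes called at 5 time points, 101 were higher in LD anthers at each of them, 38 were higher in SD anthers, and 1 changed direction. The mean over the 12 SD libraries was below 1 CPM for 66 of the 101 genes. Over these 101 genes the median of the mean expression was 0.599 CPM in SD and 28.7 CPM in LD anthers. Of the 169 genes that DESeq2 called at all time points, 132 were higher in LD anthers, 34 were higher in SD anthers, and 3 were mixed. The SD mean was below 1 CPM for 76 of the 132.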

A large proportion of these DEGs (51 genes, 29%) exhibit significantly higher expression in the anther than in other rice tissues (Supplementary Figure 5B), including previously reported anther-related genes such as *ATP Binding Cassette G15* (*OsABCG15*) (Wu et al., 2014), *LESS ADHESIVE POLLEN 6* (*OsLAP6*) (Zou et al., 2017), and *HOTHEAD-Like1* (*HTH1*) (Liu et al., 2016). These 177 DEGs were found in GO categories primarily associated with cell wall synthesis and metabolism, including hydrolytic enzyme expression and regulation, indicating that the anther cell wall structure and composition may be photoperiod-sensitive (Supplementary Figure 5C). These genes may play key roles in anther development and pollen formation, and can be used as markers to distinguish SD and LD conditions.

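All 51 genes that the paper lists as anther-specific were DEGs in the edgeR fits at 08:00, 12:00, and 04:00, 21 of them higher in SD and 30 higher in LD anthers. At 20:00, 42 passed, and at 00:00, 29 passed. None passed at 16:00 over all genes tested, and 46 did when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. DESeq2 called 45 of the 51 at all 6 time points. *OsABCG15* (LOC_Os06g40550) had 33.7 ± 5.51 CPM in SD anthers and 0.299 ± 0.0538 CPM in LD anthers at 12:00 (log2 fold change 6.84, standard error 0.26, edgeR adjusted p = 9.48e-06). At 00:00 the LD libraries of *OsABCG15* were at or under 3 counts, and its mean expression in SD anthers was at least 166-fold higher. That mean joins 2 unequal SD libraries, with 41.1 and 16.4 CPM, so the bound is lower for the second alone. *OsLAP6* (LOC_Os10g34360) had 463 ± 134 CPM in SD anthers and 8.49 ± 6.91 CPM in LD anthers at 12:00 (log2 fold change 5.82, standard error 0.64, edgeR adjusted p = 4.56e-04). *HTH1* (LOC_Os04g48400) had 48.3 ± 1.25 CPM in SD anthers and 0.189 ± 0.0284 CPM in LD anthers at 12:00 (log2 fold change 7.99, standard error 0.20, edgeR adjusted p = 5.53e-06). All 3 genes were higher in SD anthers at each time point. At 16:00 their replicates differed widely, with 430.2 ± 498 CPM of *OsLAP6* in SD anthers, and the edgeR adjusted p values were 0.0753, 0.0894, and 0.0964, while DESeq2 called all 3. Without one library at a time the log2 fold change of *HTH1* at 16:00 lay between 3.44 and 8.70.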

### Functional Analysis of DEGs in SD and LD Anthers

Gene ontology and kyoto encyclopedia of genes and genomes functional analysis of anther DEGs indicated that genes involved in transport, lipid and carbohydrate metabolism, and metabolic regulation were most affected by photoperiod (Figure 2 and Supplementary Figure 6). GO enrichment analysis revealed that DEGs at all time points were enriched in GO “biological process” categories of “transport,” “localization,” “establishment of localization” (transport is a sub-item of these two terms), “carbohydrate metabolic process,” and “lipid metabolic process” (Figure 2A and Supplementary Data Sheet 3). DEGs involved in regulatory processes were generally enriched at 12:00 and 04:00, while metabolic processes were enriched at 08:00 and 12:00 (Figure 2A). In “molecular function” categories, the GO terms of “transport activity” and “enzyme regular activity” were enriched at most time points except 16:00 and 04:00, respectively, while “catalytic activity” was enriched at 08:00 and 00:00 (Figure 2B). For the “cell component” GO category, DEGs associated with “membrane” and “cell wall” were seen at all time points, while specific cellular components were most affected at 12:00 and 16:00 (Figure 2C).

**FIGURE 2:**
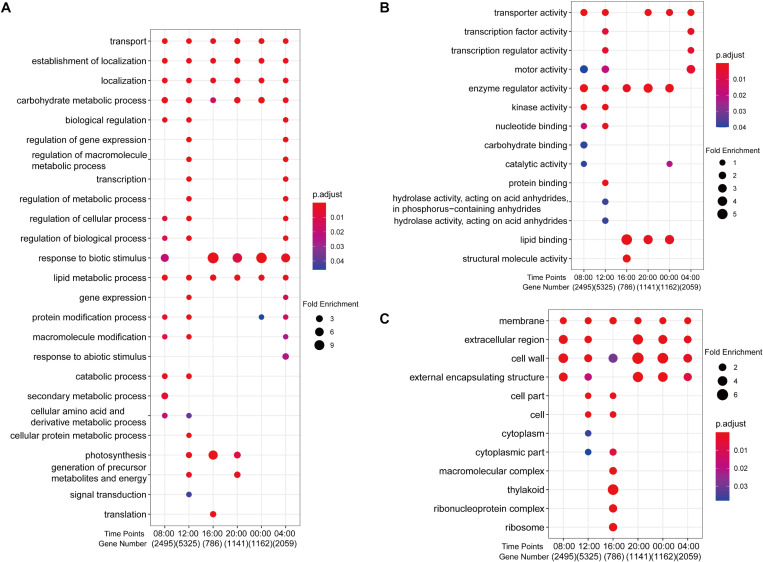
Enriched GO terms of 11,726 DEGs between SD and LD rice anther samples. **(A)** Biological processes. **(B)** Molecular function. **(C)** Cell component. Fold enrichment, depicted by circle size, which calculated by GeneRatio/BgRatio; p.adjust, shown by color, indicates significance level of enrichment results from blue to red.

KEGG analysis showed that genes encoding proteins involved in “pentose and glucuronate interconversions” in carbohydrate metabolism were enriched at 08:00, 12:00, 20:00, and 00:00 (Supplementary Data Sheet 4 and Supplementary Figure 6). *UDP-glucose pyrophosphorylase 2* (*OsUgp2*), a reported TGMS gene required for starch accumulation in pollen (Mu et al., 2009), was present in this pathway. In addition, genes associated with “starch and sucrose metabolism” and “carbon metabolism” were specifically enriched at 12:00, indicating a major difference in carbohydrate metabolism between SD and LD anthers at this time. Genes encoding “photosynthesis-antenna proteins” were enriched at all time points except 08:00. Rice *chlorophyll a/b* binding protein gene, *OsCAB1R*, a circadian clock-controlled gene (Sugiyama et al., 2001), is part of this pathway, indicating that rhythm genes may play photoperiod-sensitive roles in the anther. Calmodulin-related genes were mainly enriched in “plant–pathogen interaction” at 08:00, 20:00, and 04:00, such as *calcium-dependent protein kinase 9* (*OsCPK9*), *OsCPK21*, and *OsCPK25/26*. *OsCPK9* overexpression has been shown to improve pollen fertility under drought stress and shows sensitivity to ABA (Wei et al., 2014). Specific enrichment of mitogen-activated protein kinase (MAPK) pathway genes involved in defense against biotic stress was observed at 04:00.

#### DEGs Involved in Transport and Carbohydrate and Lipid Metabolism

Genes involved in transport were differentially expressed in anthers at all time points under the two photoperiod conditions, including 189 genes encoding proteins involved in ion transport, 82 genes associated with protein transport, and 54 genes associated with lipid transport (Figure 3A and Supplementary Data Sheet 5). These genes could be grouped in two main clusters that were generally up-regulated in either LD or SD conditions. 

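The paper's transport list (Supplementary Data Sheet 5) holds 675 loci, all with counts. In the edgeR fits 644 of them (95.4%) were DEGs at 1 or more time points. The study chose the list from DEGs of these libraries, so the share is not independent evidence. The same holds for the gene families searched for within it. At 12:00, 530 passed over all genes tested (274 up-regulated and 256 down-regulated in SD anthers), and 534 passed when adjusted over the list alone. The corresponding numbers were 268 and 293 at 08:00, 219 and 227 at 04:00, 79 and 152 at 20:00, and 24 and 115 at 00:00. At 16:00, 37 passed adjusted over the list alone and none over all genes, while DESeq2 called 99. A total of 13 transport genes were DEGs at 5 time points.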

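By their edgeR calls, 259 of the transport DEGs were up-regulated in SD anthers only, 336 in LD anthers only, and 49 in both directions at different time points. Scaling by library totals alone shifted this split to 286, 267, and 47, so which group was larger depended on the normalization. Over all 24 libraries, with light or dark as a covariate, 164 transport genes were higher in SD and 247 higher in LD anthers at an adjusted p below 0.05 (edgeR), out of 628 tested, and 423 passed when adjusted over the list alone.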

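Of the 259 transport genes up-regulated only in SD anthers, 166 (64.1%) had their highest SD mean at 12:00, and 25 (9.65%) at 08:00. Of the 336 genes up-regulated only in LD anthers, 149 (44.3%) had their highest LD mean at 12:00, 98 (29.2%) at 08:00, and 57 (17.0%) at 04:00. Both groups were formed by the calls, which were most numerous at 12:00, so these shares are partly set by the selection.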

Genes up-regulated in SD anthers were generally most highly expressed at 12:00, but genes up-regulated in LD anthers had high expression at the 08:00 time point as well. 

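The transport list holds 16 potassium transporter loci, and all 16 were DEGs at 1 or more time points, 10 of them up-regulated in SD and 6 in LD anthers. At 12:00, 14 of the 16 passed over all genes and 15 adjusted over the list alone. At 16:00 none passed in the edgeR fits, over all genes or over the list alone, and DESeq2 called 2. Reads from near-identical family members could have been split or shared by the counting, so single members carry that uncertainty. *OsHKT1;4* (LOC_Os04g51830) was higher in LD anthers at 08:00, with 0.970 ± 0.374 CPM in SD anthers and 13.6 ± 6.02 CPM in LD anthers (log2 fold change −3.82, standard error 0.44, edgeR adjusted p = 0.00169). Its neighbour in the numbering, *OsHKT1;1* (LOC_Os04g51820), was higher in SD anthers at 12:00, with 9.28 ± 0.333 CPM in SD anthers and 2.20 ± 0.153 CPM in LD anthers (log2 fold change 2.13, standard error 0.21, edgeR adjusted p = 2.86e-04). At the same time point *OsHKT2;1* (LOC_Os06g48810) had 3.26 ± 0.489 CPM in SD anthers and was at or under 3 counts in both LD libraries, a difference of at least 19.4-fold. Among the HAK genes, *OsHAK1* (LOC_Os04g32920) was up-regulated in SD at 12:00, with 190.0 ± 0.603 CPM in SD anthers and 44.3 ± 6.36 CPM in LD anthers (log2 fold change 2.15, standard error 0.14, edgeR adjusted p = 6.01e-05), and *OsHAK2* (LOC_Os01g70940) was down-regulated, with 42.1 ± 1.10 CPM in SD anthers and 177 ± 19.8 CPM in LD anthers (log2 fold change −2.03, standard error 0.13, edgeR adjusted p = 5.33e-05). *OsHKT1;5* (LOC_Os01g20160) was below the filter on low counts at each time point.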

For ion transport, DEGs predicted to encode potassium transporters, including high-affinity K^+^ transporter (HKT) (Jabnoune et al., 2009) and HAK family (Bañuelos et al., 2002) proteins, as well as sodium, calcium, hydrogen (proton), iron, boron, and zinc transporters were represented at all time points. For protein transport, genes encoding 15 rat sarcoma-related transporter and 17 mitochondrial translocase proteins were differentially expressed. 

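Searching the annotations of the transport list for ras-related proteins gave 15 loci, and all 15 were DEGs at 12:00, 9 of them up-regulated and 6 down-regulated in SD anthers. Over the 6 time points 8 were up-regulated only, 5 down-regulated only, and 2 in both directions. The word translocase occurred in the annotation of 14 loci. Of these, 12 were DEGs at 1 or more time points, 4 up-regulated and 8 down-regulated in SD anthers, and DESeq2 called all 14. Scaling by library totals left 14 ras-related and 10 translocase DEGs.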

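*OsRacD* (LOC_Os02g58730) had 70.7 ± 20.4 CPM in SD anthers and 34.6 ± 1.86 CPM in LD anthers at 08:00 (log2 fold change 1.04, standard error 0.23, edgeR adjusted p = 0.0179). At 12:00 it had 70.4 ± 1.46 CPM in SD anthers and 35.5 ± 1.29 CPM in LD anthers (log2 fold change 1.03, standard error 0.10, edgeR adjusted p = 2.49e-04). The call at 08:00 depended on single libraries, since the log2 fold change lay between 0.71 and 1.31 with each library left out in turn. At the other 4 time points the log2 fold changes were between 0.19 and 0.40, with edgeR adjusted p values of 0.233 or more.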

A small GTPase protein, OsRacD, which has been shown to participate in light signal transduction and the fertility switch of NK58S (Ye et al., 2004), was more highly expressed under SD conditions at 08:00 and 12:00. For lipid transport, DEGs encoding 44 lipid transfer protein (LTP) family members were detected. Among these was *Photoperiod-sensitive dwarf 1* (*Psd1*), a non-specific *LTP* gene whose mutation can cause dwarfism under LD and low-temperature conditions (Deng W. et al., 2020). 

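The annotations of the transport list name 41 lipid transfer protein loci, and 38 of them were DEGs at 1 or more time points (40 with DESeq2). By direction, 22 were up-regulated and 15 down-regulated in SD anthers, and 1 was called both ways. At 12:00, 28 passed over all genes and 28 adjusted over the list alone, with 22 up-regulated and 6 down-regulated in SD anthers. At 04:00 the 13 that passed were all down-regulated in SD anthers.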

*Psd1* was up-regulated under SD conditions at 12:00. 

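*Psd1* (LOC_Os01g60740) had 91.5 ± 18.9 CPM in SD anthers and 30.2 ± 0.236 CPM in LD anthers at 12:00 (log2 fold change 1.65, standard error 0.16, edgeR adjusted p = 2.90e-04). At the other 5 time points its log2 fold change was between −0.49 and 0.38, and the smallest edgeR adjusted p was 0.0572, at 04:00. The difference between time points had an interaction adjusted p of 0.00635 (edgeR).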

Other transport-associated DEGs included sugar transporters, such as monosaccharide transporters (MSTs) and sucrose transporters (SUTs). For example, *MST7* was up-regulated under SD conditions at all time points, while *MST5* and *SUT1* were up-regulated under LD conditions at all times except 16:00.

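*MST7* (LOC_Os01g38680) had 154 ± 21.1 CPM in SD anthers and 5.63 ± 4.35 CPM in LD anthers at 12:00 (log2 fold change 4.82, standard error 0.50, edgeR adjusted p = 3.71e-04). It was higher in SD anthers at each time point, with log2 fold changes of 4.21 at 08:00, 3.32 at 16:00, 2.50 at 20:00, 4.31 at 00:00, and 2.78 at 04:00. The edgeR adjusted p was below 0.05 except at 16:00, where it was 0.0857 and DESeq2's was 0.0220. *MST5* (LOC_Os08g08070) had 0.621 ± 0.120 CPM in SD anthers and 115 ± 34.6 CPM in LD anthers at 08:00 (log2 fold change −7.48, standard error 0.33, edgeR adjusted p = 1.19e-04). It passed at 12:00, 20:00, 00:00, and 04:00 too, with log2 fold changes of −7.39, −4.62, −5.62, and −4.06. The size at 04:00 depended on single libraries, from −6.96 to −3.25 with one left out at a time. At 16:00 its LD replicates spread over 25.6 ± 26.6 CPM, and the edgeR adjusted p was 0.197. *SUT1* (LOC_Os03g07480) had 7.38 ± 4.98 CPM in SD anthers and 129 ± 51.4 CPM in LD anthers at 08:00 (log2 fold change −4.09, standard error 0.51, edgeR adjusted p = 0.00231). Its log2 fold change was −2.75 at 12:00, −2.18 at 20:00, −2.46 at 00:00, and −2.59 at 04:00. At 00:00 the edgeR adjusted p of *SUT1* was 0.0704 and DESeq2's was 9.26e-05, and at 16:00 they were 0.205 and 0.238. With one library left out at a time, the log2 fold change at 16:00 ranged from −3.28 to −0.37 for *MST5* and from −2.51 to −0.12 for *SUT1*. Reads from near-identical transporter genes could have been shared between loci by the counting.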

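Other sugar transporters moved in different directions. *OsSUT3* (LOC_Os10g26470) was at or under 3 counts in the SD libraries of 08:00, 12:00, and 20:00, where the LD means were at least 423-fold, 178-fold, and 90.7-fold higher. Its LD libraries were unequal at 08:00 (45.6 and 90.5 CPM) and at 20:00 (7.48 and 17.9 CPM), so these 2 bounds are lower for replicate 1 alone. *OsMST6* (LOC_Os07g37320) was up-regulated in SD at 12:00, with 82.3 ± 13.3 CPM in SD anthers and 24.5 ± 2.50 CPM in LD anthers (log2 fold change 1.80, standard error 0.15, edgeR adjusted p = 1.55e-04), and down-regulated at 04:00, with 8.38 ± 2.67 CPM in SD anthers and 29.8 ± 3.60 CPM in LD anthers (log2 fold change −1.84, standard error 0.24, edgeR adjusted p = 0.00604). *OsMST3* (LOC_Os07g01560) moved the same way, with log2 fold changes of 2.24 at 12:00 and −1.80 at 04:00 (edgeR adjusted p = 0.00144 and 0.00940). *OsMST1* (LOC_Os04g37980) was lower in SD at 12:00 (log2 fold change −4.07, edgeR adjusted p = 0.000701) and higher at 20:00 (log2 fold change 1.51, edgeR adjusted p = 0.0488).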

**FIGURE 3:**
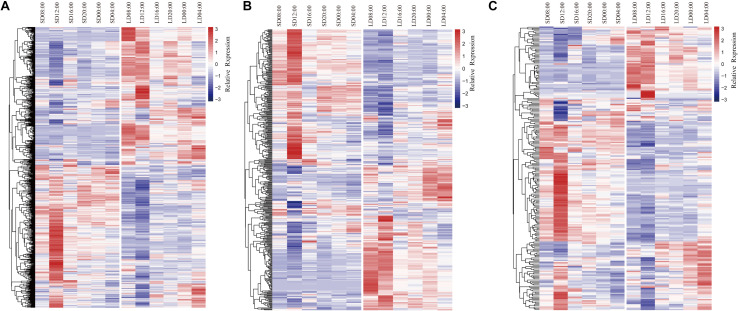
Heatmaps and dendrograms of DEGs encoding proteins involved in **(A)** transport; **(B)** carbohydrate metabolism; **(C)** lipid metabolism. Blue color indicates down-regulation in anthers; red color indicates up-regulation in anthers.

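The paper's carbohydrate metabolism list holds 422 loci, and 415 of them (98.3%) were DEGs at 1 or more time points in the edgeR fits. Like the transport list, it was chosen from DEGs of these libraries, so the share is not independent evidence. Searching the annotations of this list by word found 76 loci described as hydrolases and 28 described as transferases. Of these, 74 and 28 were DEGs. Family numbers and other enzyme names were not counted by this search. At 12:00, 44 of the hydrolase loci were up-regulated and 17 down-regulated in SD anthers, and at 04:00, 4 were up-regulated and 34 down-regulated. Over the whole list, 359 loci passed at 12:00 over all genes and 361 adjusted over the list alone.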

In the GO category “carbohydrate metabolism,” DEGs encoding glycosyl hydrolase and transferase proteins were highly represented, including 250 hydrolases and 118 transferases (Figure 3B and Supplementary Data Sheet 5). These genes again clustered into two groups, each up-regulated under one of the two photoperiod conditions, and genes up-regulated under SD conditions were again most highly expressed at 12:00 (Figure 3B). 

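By their edgeR calls, 170 carbohydrate genes were up-regulated only in SD anthers, 210 only in LD anthers, and 35 in both directions at different time points. With library totals in place of TMM the numbers were 179, 176, and 38, so the order of the first 2 groups depended on the normalization. Of the 170 genes up-regulated in SD, 125 (73.5%) had their highest SD mean at 12:00, 18 (10.6%) at 20:00, and 13 (7.65%) at 08:00.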

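Of the 210 carbohydrate genes up-regulated only in LD anthers, 100 (47.6%) had their highest LD mean at 12:00 and 50 (23.8%) at 08:00. A further 28 (13.3%) had it at 00:00 and 28 (13.3%) at 04:00, 4 (1.90%) at 16:00, and none at 20:00. As for transport, the SD and LD groups were formed by calls that were most numerous at 12:00, so their peak shares are partly set by the selection.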

DEGs up-regulated under LD conditions exhibited two patterns of expression: a larger group most highly expressed at 08:00 and 12:00 pm, while a second, smaller group exhibited peak expression at 00:00 and 04:00 (Figure 3B). *Hexokinase* (*HXK*) family genes including *HXK5* (Cho et al., 2009), *HXK7* (Kim et al., 2016), and *HXK10* (Xu et al., 2008) as well as four invertases (*INV*) (Oliver et al., 2005; Deng X. et al., 2020) were identified, and these were spread across all three major patterns of expression.

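*HXK5* (LOC_Os05g44760) was lower in SD anthers at 12:00, with 91.1 ± 6.55 CPM in SD anthers and 754 ± 0.570 CPM in LD anthers (log2 fold change −3.00, standard error 0.14, edgeR adjusted p = 2.00e-05), and it also passed at 08:00 (log2 fold change −1.88, edgeR adjusted p = 0.00602). *HXK10* (LOC_Os05g31110) was lower in SD at 12:00 as well, with 2.12 ± 0.316 CPM in SD anthers and 15.1 ± 2.05 CPM in LD anthers (log2 fold change −2.78, standard error 0.22, edgeR adjusted p = 1.22e-04), and it passed at no other time point. *HXK7* (LOC_Os05g09500) was higher in SD at 12:00, with 79.2 ± 12.3 CPM in SD anthers and 13.3 ± 0.605 CPM in LD anthers (log2 fold change 2.61, standard error 0.14, edgeR adjusted p = 3.14e-05). Among the invertases, *OsINV4* (LOC_Os04g33720) had 8.28 ± 4.00 CPM in SD anthers and 1414 ± 244 CPM in LD anthers at 12:00 (log2 fold change −7.37, standard error 0.42, edgeR adjusted p = 3.73e-05), while at 16:00 its SD mean was 774 CPM and its LD mean 587 CPM. *OsINV2* (LOC_Os04g45290) was lower in SD at 08:00, 12:00, and 20:00, with 7.94 ± 0.530 CPM in SD anthers and 327 ± 90.2 CPM in LD anthers at 08:00 (log2 fold change −5.35, standard error 0.28, edgeR adjusted p = 1.28e-04). *OsINV3* (LOC_Os02g01590) and *OsINV1* (LOC_Os09g08072) passed only at 04:00, with log2 fold changes of −1.75 and −1.04 (edgeR adjusted p = 0.00251 and 0.00632). *OsINV1* stayed near the 2-fold limit, with a log2 fold change from −1.14 to −0.94 when one library was left out at a time.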

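The paper's lipid metabolism list holds 231 loci, of which 221 (95.7%) were DEGs at 1 or more time points in the edgeR fits and 230 with DESeq2. It too was chosen from DEGs of these libraries, so these shares are not independent evidence. At 12:00, 193 passed, 113 up-regulated and 80 down-regulated in SD anthers, and the number adjusted over the list alone was also 193. Over the 6 time points, 100 were up-regulated in SD only, 98 in LD only, and 23 in both directions. Scaling by library totals moved these numbers to 110, 75, and 24.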

DEGs encoding proteins involved in lipid metabolism related genes also exhibited three distinct patterns of expression (Figure 3C and Supplementary Data Sheet 5). 

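Of the 100 lipid genes up-regulated only in SD anthers, 72 (72.0%) had their highest SD mean at 12:00. Of the 98 up-regulated only in LD anthers, 42 (42.9%) had their highest LD mean at 12:00, 25 (25.5%) at 08:00, and 18 (18.4%) at 04:00. Among the 23 genes called in both directions, 16 had their highest SD mean at 12:00, and 21 had their highest LD mean at 04:00. The groups were formed by the calls, which were most numerous at 12:00, so these shares are partly set by the selection.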

Genes generally up-regulated in SD anthers had maximum expression at 12:00; genes up-regulated in LD anthers generally peaked at 08:00 and 12:00, while a third group of genes exhibited maximum expression in SD anthers at 12:00 and in LD anthers at 04:00. Two genes associated with male sterility, *Wax-deficient anther 1* (*Wda1*) and *HUMIDITY-SENSITIVE GENIC MALE STERILITY 1* (*HMS1*) (Jung et al., 2006; Chen et al., 2020), were among the genes up-regulated in SD anthers. *Wda1* is associated with biosynthesis of very-long-chain fatty acids for the formation of anther epicuticular wax crystals, whose mutation causes complete male sterility (Jung et al., 2006). *HMS1* encodes a β-ketoacyl-CoA synthase, and its mutant is humidity-sensitive genic male sterile (Chen et al., 2020).

#### DEGs Involved in Circadian Rhythm

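*OsCAB1R* (LOC_Os09g17740) was up-regulated in SD anthers at 12:00, with 711 ± 15.7 CPM in SD anthers and 273 ± 60.1 CPM in LD anthers (log2 fold change 1.43, standard error 0.18, edgeR adjusted p = 0.000843), and at 20:00, with 13.3 ± 1.65 CPM in SD anthers and 2.89 ± 0.758 CPM in LD anthers (log2 fold change 2.19, standard error 0.27, edgeR adjusted p = 0.0191). At 04:00 it was down-regulated in SD, with 17.9 ± 2.94 CPM in SD anthers and 47.5 ± 2.89 CPM in LD anthers (log2 fold change −1.43, standard error 0.15, edgeR adjusted p = 0.00384). At 08:00 the log2 fold change was −0.01 (edgeR adjusted p = 0.983). The change in the photoperiod effect between time points had an interaction adjusted p of 5.90e-05 (edgeR).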

Based on our finding that *OsCAB1R*, a circadian clock-controlled gene, was a DEG in the “photosynthesis-antenna proteins” GO class (Supplementary Data Sheet 4), we analyzed, and found, differential expression of other genes known to be affected by circadian rhythm (Supplementary Figure 7 and Supplementary Data Sheet 5). Rice *CIRCADIAN CLOCK ASSOCIATED 1* (*OsCCA1*), homologous to Arabidopsis *AtCCA1* (Izawa et al., 2002), showed a higher expression in the early morning, with almost twofold higher expression under LD compared with SD conditions at 04:00; *ZEITLUPE 2* (*ZTL2*) had a similar pattern but peaked under LD at 08:00. 

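*OsCCA1* (LOC_Os08g06110) had 449.8 ± 53.0 CPM in SD anthers and 928 ± 67.2 CPM in LD anthers at 04:00 (log2 fold change −1.06, standard error 0.16, edgeR adjusted p = 0.00782). The ratio of the means, LD over SD, was 2.06 with TMM scaling and 1.86 with library totals. With one library left out at a time the log2 fold change ranged from −1.20 to −0.94, across the 2-fold limit. *ZTL2* (LOC_Os06g47890) had its highest LD mean at 08:00, with 107 ± 1.26 CPM in SD anthers and 149.6 ± 17.1 CPM in LD anthers (log2 fold change −0.47, standard error 0.18, edgeR adjusted p = 0.0947), and at 04:00 it had 98.1 ± 1.40 CPM in SD anthers and 120.2 ± 0.491 CPM in LD anthers (edgeR adjusted p = 0.0979). At no time point did *ZTL2* reach the threshold in the separate fits. The 24-library fit gave it an adjusted p of 0.00352 at 08:00 with a log2 fold change of −0.48 (edgeR).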

At 12:00, *OsCCA1* was expressed nearly seven times higher in SD compared with LD anthers. 

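At 12:00 *OsCCA1* had 454 ± 16.8 CPM in SD anthers and 82.5 ± 6.11 CPM in LD anthers (log2 fold change 2.51, standard error 0.13, edgeR adjusted p = 2.98e-05). The ratio of the means, SD over LD, was 5.50 with TMM scaling and 6.92 with library totals. At 16:00 the ratio was 3.53, with an edgeR adjusted p of 0.0624 and a DESeq2 adjusted p of 3.19e-10. The photoperiod effect on *OsCCA1* differed between time points (interaction adjusted p = 2.45e-05, edgeR).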

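*OsPRR95* (LOC_Os09g36220) had 262 ± 17.9 CPM in SD anthers and 65.9 ± 14.5 CPM in LD anthers at 12:00 (log2 fold change 2.04, standard error 0.17, edgeR adjusted p = 1.75e-04). The ratio of the means, SD over LD, was 3.97 with TMM scaling and 5.02 with library totals. At the other 5 time points the log2 fold change was between 0.31 and 0.51, and the edgeR adjusted p was 0.0755 or more.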

Rice *PSEUDO-RESPONSE REGULATOR* (*OsPRR*), *OsPRR95*, homologous to Arabidopsis circadian oscillator *AtPRR5* and *AtPRR9* (Murakami et al., 2005), showed fivefold expression higher at 12:00 under SD compared with that of LD conditions. 

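*OsPRR37* (LOC_Os07g49460) was higher in SD than in LD anthers at night. It had 130.3 ± 0.793 CPM in SD anthers and 55.2 ± 2.91 CPM in LD anthers at 20:00 (log2 fold change 1.23, standard error 0.15, edgeR adjusted p = 0.0171), 48.1 ± 14.5 CPM in SD anthers and 12.7 ± 3.34 CPM in LD anthers at 00:00 (log2 fold change 1.94, standard error 0.32, edgeR adjusted p = 0.0467), and 50.0 ± 10.2 CPM in SD anthers and 14.0 ± 1.29 CPM in LD anthers at 04:00 (log2 fold change 1.82, standard error 0.18, edgeR adjusted p = 0.00332). The ratios of the means, SD over LD, were 2.36, 3.78, and 3.58, and with library totals those of 00:00 and 04:00 were 4.23 and 3.96. *OsPRR73* (LOC_Os03g17570) was lower in SD at 08:00 by about the 2-fold limit, with 128 ± 3.42 CPM in SD anthers and 262 ± 10.6 CPM in LD anthers (log2 fold change −1.02, standard error 0.19, edgeR adjusted p = 0.00955; −1.08 to −0.97 with one library left out at a time), and its log2 fold change at 04:00 was 0.95 (edgeR adjusted p = 0.00733). *OsELF3* (LOC_Os06g05060) had absolute log2 fold changes up to that of −0.51 at 16:00 (edgeR adjusted p = 0.0706). *ZTL1* (LOC_Os02g05700) had its largest difference at 12:00, with 67.1 ± 2.17 CPM in SD anthers and 111 ± 5.72 CPM in LD anthers (log2 fold change −0.67, standard error 0.10, edgeR adjusted p = 0.00177).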

*OsPRR37* shows up-regulation at night under LD (20:00, 00:00, and 04:00), four times higher at 00:00 and 04:00, while *OsPRR73*, Early flowering 3 (*OsELF3*), and *ZTL1* showed little difference between SD and LD conditions. 

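*OsLUX* (LOC_Os01g74020) was lower in SD than in LD anthers at 16:00, with 10.7 ± 1.85 CPM in SD anthers and 28.9 ± 1.99 CPM in LD anthers (log2 fold change −1.42, standard error 0.17, edgeR adjusted p = 0.0624), and the ratio of the means, LD over SD, was 2.70. DESeq2 gave an adjusted p of 4.99e-12 for this difference, with a log2 fold change of −1.44. At 20:00 the means were 11.0 CPM in SD and 11.2 CPM in LD anthers, closer than the replicates (edgeR adjusted p = 0.920). At 12:00 it was weakly expressed, with 0.788 ± 0.0542 CPM in SD anthers and 1.98 ± 0.892 CPM in LD anthers (log2 fold change −1.28, standard error 0.45, edgeR adjusted p = 0.0446; DESeq2 adjusted p = 0.103).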

Rice *LUX ARRHYTHMO* (*OsLUX*), homologous to a nighttime repressor of circadian gene expression *AtLUX* (Murakami et al., 2007), was also up-regulated at 16:00 in SD conditions. 

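At 16:00 *OsFKF1* (LOC_Os11g34460) had 69.7 ± 4.20 CPM in SD anthers and 118 ± 1.60 CPM in LD anthers (log2 fold change −0.75, standard error 0.10, edgeR adjusted p = 0.0624). At that time *OsTOC1* (LOC_Os02g40510) had 52.5 ± 3.67 CPM in SD anthers and 72.7 ± 7.00 CPM in LD anthers (log2 fold change −0.46, standard error 0.12, edgeR adjusted p = 0.0934), and *OsGI* (LOC_Os01g08700) had 741 ± 36.5 CPM in SD anthers and 1096 ± 11.9 CPM in LD anthers (log2 fold change −0.56, standard error 0.13, edgeR adjusted p = 0.0814). For all 3 genes both LD libraries exceeded both SD libraries. The DESeq2 adjusted p values were 1.56e-12, 0.00332, and 2.15e-07. At 04:00 the direction was opposite, with log2 fold changes of 1.62, 1.00, and 1.43 (edgeR adjusted p = 0.0240, 0.00560, and 0.00368).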

Other rice circadian clock or flowering genes *FLAVIN BINDING, KELCH REPEAT, F-BOX1* (*OsFKF1*), *TIMING OF CAB EXPRESSION 1* (*OsTOC1*), and *Gigantea* (*OsGI*) (Hayama et al., 2003; Murakami et al., 2003) were expressed more highly at 16:00 in LD anthers than in SD anthers, although by less than a twofold difference. These results indicated that rhythm genes in the anther are sensitive to photoperiod, particularly under SD conditions.

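The photoperiod effect depended on time point, by the edgeR interaction test, for *OsPRR73* (adjusted p = 2.77e-05), *OsFKF1* (5.90e-05), *OsGI* (2.01e-04), *OsPRR95* (2.47e-04), *OsPRR37* (2.76e-04), *OsTOC1* (0.000700), *OsLUX* (0.0133), and *ZTL1* (0.0215). For *OsELF3* and *ZTL2* the adjusted p values were 0.0520 and 0.0930. From differences of this kind between the photoperiods at single time points, the paper concludes that rhythm genes in the anther are sensitive to photoperiod, particularly under SD conditions.

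**Figure D2:**
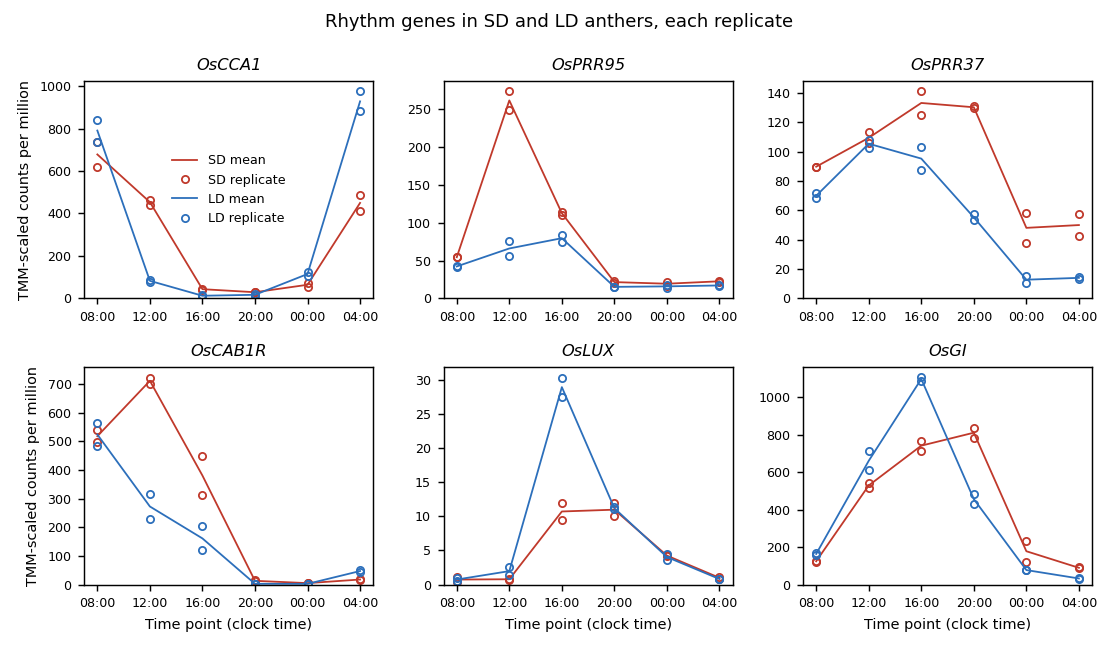
TMM-scaled CPM (vertical axes) of 6 rhythm genes at each time point (horizontal axes) in SD (red) and LD (blue) anthers. Circles are the 2 replicates and lines join their means. At 12:00 the *OsCCA1* mean is 454 CPM in SD and 82.5 CPM in LD anthers, and at 16:00 the *OsLUX* mean is higher in LD.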

### Construction of Co-expression Gene Networks

To examine the regulatory networks of genes under SD and LD conditions, 39,966 genes (99.8%) were categorized into 34 modules based on scale-free topology model (β = 7; Supplementary Figure 8). The remaining 78 genes that did not assemble into existing modules were grouped into a 35th “module” (gray). Standard modules ranged in size from 177 to 5852 genes, e.g., black contained 1496 genes that generally expressed highly at LD 12:00; dark red had 555 genes that generally expressed highly at SD 16:00 (Supplementary Table 2 and Supplementary Figure 9B).

#### Identification of LD- and SD-Related Modules

Variation in gene expression was higher between SD and LD conditions than between dark/light conditions (Figure 4), suggesting that photoperiod has a significant effect on anther development. 

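Photoperiod and light or dark were fitted together over the 24 libraries in one edgeR model, with 12 libraries per photoperiod and 12 per light condition. Of 22916 genes tested, 9756 (42.6%) differed by photoperiod at an adjusted p below 0.05, 4802 of them higher in SD and 4954 higher in LD anthers. By light or dark, 922 genes (4.02%) differed, 512 higher in the light and 410 higher in the dark. With the 12 groups kept whole, 7 of 100 splits into 6 and 6 groups gave at least 922 genes, the real one included, so the number by light or dark was not beyond that of other splits of the groups. The median absolute log2 fold change was 0.29 for photoperiod and 0.16 for light or dark. With library totals in place of TMM, 6975 genes were higher in SD and 3726 higher in LD anthers, and for light or dark 338 were higher in the light and 715 in the dark, so the direction of both splits depended on the scaling. Mean read length also separated the photoperiods (r = 0.777 with SD over the 24 libraries), and with it as a covariate, an alternative chosen after the data were seen, 2532 genes differed by photoperiod. Since the paper's read numbers did not follow the counts over LD libraries, read length was also permuted among the LD libraries, and 1521 to 8247 genes differed by photoperiod over 100 permutations. In a principal component analysis of log2 CPM, component 1 held 54.0% of the variance. Its correlation with photoperiod was r = 0.890 (Spearman's rho 0.867, permutation p = 2e-05, adjusted over 6 tests 0.00012). With light or dark it was r = 0.00970 (rho 0.0602, permutation p = 0.964). Component 3, with 8.14% of the variance, was correlated with light or dark (r = −0.683, rho −0.722, permutation p = 9e-05, adjusted 0.00027), by permutations of single libraries that did not keep the groups whole.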

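The correlation of each gene's CPM, scaled by library totals, with photoperiod (SD 0, LD 1) was computed over the 24 libraries for 23519 genes with at least 1 CPM in at least 2 libraries. It had a Benjamini-Hochberg adjusted p below 0.05 for 10838 genes (46.1%), 3798 of them higher in LD and 7040 higher in SD anthers. On TMM-scaled CPM the number was 9777 (41.6%), 4924 higher in LD and 4853 higher in SD, so the excess toward SD rested on the scaling. The setting that moved the count most, other than leaving out replicates, was the use of the 12 group means, with 5467 genes (23.2%). From the share of genes that followed photoperiod, the paper proposes that many genes respond to day length, directly or indirectly.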

Expression of 36% of genes correlated with SD or LD conditions, suggesting that a large proportion of genes responded directly or indirectly to day length. Gene expression in four modules in particular was observed to correlate significantly (*p* < 0.05) with photoperiod: genes in turquoise (5852 genes, *r* = 0.76) and magenta (1132 genes, *r* = 0.71) modules were up-regulated in LD, while genes in yellow (4929 genes, *r* = −0.71), and blue (2,698 genes, *r* = −0.71) modules were up-regulated in SD (Supplementary Table 2, Supplementary Figure 9, and Supplementary Data Sheet 6).

**FIGURE 4:**
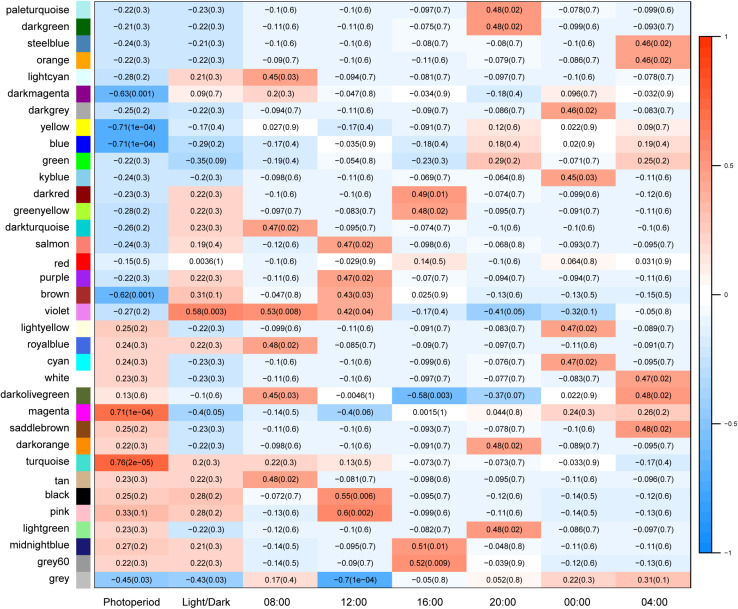
Module-trait associations. Correlation coefficients between different modules and traits show in matrix. Each cell contains correlation coefficient with *p* value in bracket. Photoperiod, short-day, and long-day condition; LD acts as positive control, in which red color shows positive correlation with LD; SD is the opposite; Light and Dark: daytime vs. night conditions, daytime is defined as positive blank including samples at 08:00, 12:00, and 16:00; night includes 20:00, 00:00, and 04:00.

#### Functional Specific Enrichment Analysis of Related Modules

Gene ontology analysis revealed enrichment of different functional categories of genes among modules (Figure 5). The turquoise, magenta, and blue modules were enriched for biological processes including “transport,” “localization,” “establishment of localization,” and “carbohydrate metabolic process,” and contained genes encoding various potassium (HKT and HAK family) and sugar (MST, SUT) transporters, and carbohydrate metabolic proteins such as sucrose synthase (SUS) and invertases (Supplementary Data Sheet 7).

**FIGURE 5:**
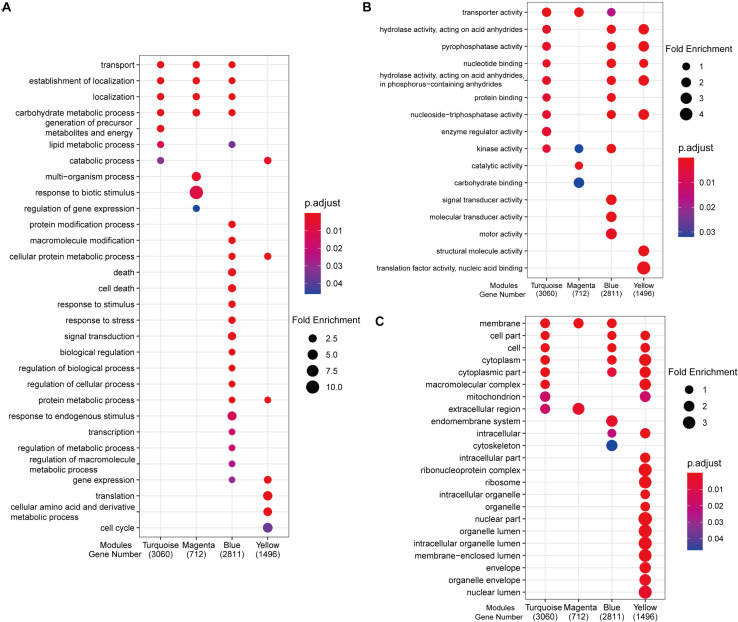
Enriched GO terms of genes in four co-expression modules. **(A)** Biological processes. **(B)** Molecular function. **(C)** Cell component. Fold enrichment, depicted by circle size, which is calculated by GeneRatio/BgRatio; p.adjust, shown by color, indicates significance level of enrichment results from blue to red.

Genes associated with “lipid metabolic process” were enriched in turquoise and blue modules (Figure 5A), which is also consistent with the GO enrichment of DEGs (Figure 2A). The blue module was enriched in more GO categories than other modules, including “protein metabolic process” and “macromolecule modification” (Figure 5A). In the “protein metabolic process” category were TGMS genes, such as *Temperature-sensitive Male Sterile 10* (*TMS10*) and *TMS10-Like gene* (*TMS10L*) (Yu et al., 2017) and *ubiquitin fusion ribosomal protein L40* (*UbL404*), which acts downstream of *TMS5* (Zhou et al., 2014), as well as genes encoding light-responsive proteins, such as photoreceptors *Phytochrome B(PHYB) and PHYC*, and *Heading date 6* (*Hd6*) (Takahashi et al., 2001; Takano et al., 2005) (Supplementary Data Sheet 7).

KEGG enrichment analysis revealed genes associated with “oxidative phosphorylation,” the “TCA (tricarboxylic acid) cycle,” and “carbon metabolism pathway” in the turquoise module (Supplementary Figure 10). The magenta module was enriched in diterpenoid biosynthesis, while yellow module was enriched in categories associated with DNA replication, RNA transport, and ribosome biosynthesis. These results indicate that protein metabolism and transcription/translation processes are also affected by day length.

#### Identification of Hub Genes

Hub genes are those with a high degree of connectivity and co-relationships with genes in modules of interest for a given phenotype (Langfelder and Horvath, 2008). Based on the module membership and gene significance, 239, 62, 139, and 56 hub genes were identified in turquoise, magenta, blue, and yellow modules, respectively (Supplementary Data Sheet 6). 

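An absolute gene significance (correlation with photoperiod) above 0.8 was reached by 733 of the 23519 genes, 276 of them higher in LD and 457 higher in SD anthers. On the log2(CPM + 1) scale the number was 1477, with 811 higher in LD and 666 higher in SD anthers. Module membership was not computed here, so these counts are for the gene significance criterion alone.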

As identified in our earlier GO and KEGG analyses, these genes were involved a broad range of processes, including macromolecule, carbohydrate, and lipid metabolisim and transport. Of particular interest, six hub genes have previously been reported to be involved in male sterlity or low fertility, including LOC_Os01g16810 (*CSA*) (Zhang et al., 2010, 2013), LOC_Os09g38030 (*UDP-glucose pyrophosphorylase gene 1*, *OsUgp1*) (Chen et al., 2007), LOC_Os01g54620 (*cellulose synthase catalytic subunit genes 4, OsCesA4*) (Tanaka et al., 2003), LOC_Os02g04840 (*collapsed abnormal pollen 1*, *CAP1*) (Ueda et al., 2013), LOC_Os04g39980 (*dioxygenase for auxin oxidation gene*, *DAO*) (Zhao et al., 2013), and LOC_Os06g04090 (*secondary wall NAC 1*, *OsSWN1*) (Chai et al., 2015). 

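Over the 12 libraries of each photoperiod (mean ± standard deviation of CPM scaled by library totals, n = 12), *CSA* had 113 ± 15.6 CPM in SD and 46.4 ± 20.5 CPM in LD libraries (r = −0.887, rho −0.867 with photoperiod). *OsUgp1* had 706 ± 97.5 CPM in SD and 431 ± 90.2 CPM in LD libraries (r = −0.837, rho −0.867), and *OsCesA4* had 992 ± 143 CPM in SD and 503 ± 148 CPM in LD libraries (r = −0.869, rho −0.843). *CAP1* had 365 ± 108 CPM in SD and 129.8 ± 32.5 CPM in LD libraries (r = −0.839, rho −0.867), and *OsSWN1* had 143 ± 15.4 CPM in SD and 61.6 ± 28.0 CPM in LD libraries (r = −0.883, rho −0.867). *DAO* was the only one of the 6 higher in LD, with 72.0 ± 38.8 CPM in SD and 212 ± 61.9 CPM in LD libraries (r = 0.816, rho 0.831). Each r had a permutation p of 1e-05, the smallest that 100000 resamples can give, and 1e-05 after Benjamini-Hochberg adjustment over the 6 genes. The permutation p of rho was at most 2e-05, adjusted at most 2e-05. Because the study selected these genes by this correlation on the same libraries, the small p values are not independent evidence. The permutations also moved single libraries and did not keep the replicates of a group together. Without the 2 libraries farthest from the median CPM of each gene, r was between −0.901 and −0.835 for the 5 genes higher in SD and 0.826 for *DAO*. The paper's absolute gene significance (Supplementary Data Sheet 6) is 0.883 for *OsSWN1*, 0.837 for *OsUgp1*, and 0.816 for *DAO*. On the log2(CPM + 1) scale the r of *OsSWN1* was −0.790, under the threshold of 0.8, and without replicate 1 of each group that of *DAO* was 0.767. By time point, the *CSA* log2 fold change was 1.72 at 08:00, 1.85 at 12:00, and 1.96 at 00:00 (edgeR adjusted p = 0.00135, 0.00170, and 0.0294), and at the other 3 time points it did not reach the threshold. *OsUgp1* reached it at 08:00 only (log2 fold change 1.22, edgeR adjusted p = 0.0122).

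**Figure D3:**
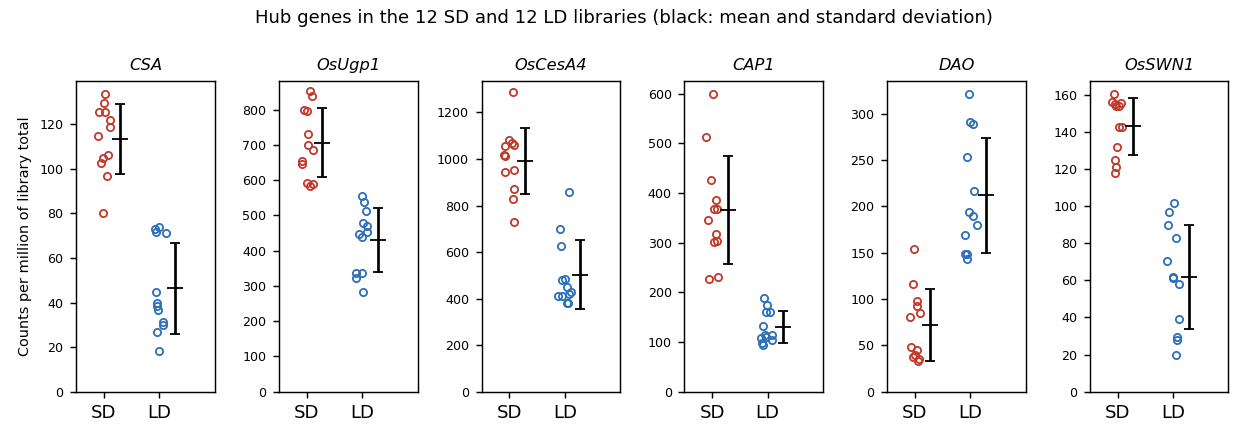
CPM of the library total (vertical axes, from 0) of the 6 hub genes in the 12 SD (red) and 12 LD (blue) libraries. Circles are libraries of all 6 time points, and black marks are the mean and standard deviation. The SD and LD means of *CSA* are 113 and 46.4 CPM, and the highest LD library has 74.0 CPM against 80.1 CPM in the lowest SD library.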

The discovery of known key regulators of pollen sterility indicates the robustness of our co-expression and hub gene construction method to mine for key anther regulator genes. *CSA* encodes a key R2R3 MYB transcription factor that controls male fertility in a photoperiod-dependent manner (Zhang et al., 2013). *OsUgp1* is required for callose depostion in pollen mother cells in meiosis; knockdown of *OsUgp1* causes a thermosensitive male sterile defect (Chen et al., 2007). *OsCesA4* is required for cellulose synthesis, and its mutant shows brittle culm and low fertility (Tanaka et al., 2003). *CAP1* encodes an arabinokinase-like protein required for nucleus, cytoplasm, and intine cell wall development in rice pollen. *DAO* encodes a 2-oxoglutarate-dependent-Fe (II) dioxygenase essential for anther formation and dehiscence, pollen fertility, and seed initiation (Zhao et al., 2013). *OsSWN1* is a NAC transcription factor gene involved in secondary cell wall biosynthesis, whose down-regulation causes a decrease in lignin and an increase in polysaccharide content in cell walls, resulting in anther dehiscence defects (Chai et al., 2015). The identification of these genes in our analyses suggests that these previously characterized pollen development regulators could also have a day length-dependent role.

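All 30 transcription factor genes of Table 1 had an absolute correlation with photoperiod above 0.8 in the deposited counts, from 0.801 to 0.887. Of these, 21 were higher in SD and 9 higher in LD anthers. Because the study selected them by this correlation on the same libraries, the range is not independent evidence. In the fits by time point, 25 of the 30 were DEGs at 1 or more time points, with 21 at 08:00 and 21 at 12:00, also when adjusted over the list alone.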

An additional 30 hub genes encoding transcription factors were detected, including 5 previously unreported MYB proteins and 10 zinc-finger proteins (Table 1). The function of these unreported genes in regulating anther development needs to be further characterized, but it seems likely that they will be key regulators of rice anther development particularly affected by photoperiod.

**TABLE 1:** Transcription factor hub genes in four modules.

**Gene ID**	**Module**	**Annotation**	**Arabidopsis ortholog**
LOC_Os01g50720	Blue	MYB family transcription factor, putative, and expressed	MYB86
LOC_Os02g35144	Blue	Zinc finger, C3HC4-type domain-containing protein, and expressed	AT4G10150
LOC_Os03g11614	Blue	OsMADS1	AT3G02310
LOC_Os03g13600	Blue	ZOS3-07 – C2H2 zinc finger protein, expressed	ZFP4
LOC_Os03g51910	Blue	Basic helix-loop-helix protein, putative, and expressed	AT1G10120
LOC_Os03g53050	Blue	WRKY121, expressed	WRKY39
LOC_Os08g26880	Blue	bZIP transcription factor domain-containing protein, expressed	bZIP44
LOC_Os09g36730	Blue	OsMYB108	MYB4
LOC_Os12g07120	Blue	GATA zinc finger domain-containing protein, expressed	GATA14
LOC_Os12g32620	Blue	OsWLIM1 – LIM domain protein, putative actin-binding protein and transcription factor, and expressed	WLIM1
LOC_Os02g33560	Magenta	Expressed protein	AT5G04840
LOC_Os03g21060	Magenta	Plant-specific NAC transcriptional activator, OsNAP	NAC047
LOC_Os06g09310	Magenta	Zinc finger, C3HC4-type domain-containing protein, and expressed	ATL3
LOC_Os09g32730	Magenta	Zinc finger, C3HC4-type domain-containing protein, and expressed	AT3G25030
LOC_Os10g33760	Magenta	No apical meristem protein, putative, and expressed	NAC074
LOC_Os01g16810	Turquoise	CSA	MYB105
LOC_Os01g16950	Turquoise	Zinc finger, C3HC4-type domain-containing protein, and expressed	AT1G55530
LOC_Os01g51260	Turquoise	MYB family transcription factor, putative, and expressed	MYB26
LOC_Os01g68900	Turquoise	Zinc finger, C3HC4-type family protein, and expressed	AT4G13100
LOC_Os02g44120	Turquoise	ZOS2-13 – C2H2 zinc finger protein, and expressed	AT1G02040
LOC_Os04g31804	Turquoise	OsMADS64 – MADS-box family gene with M-alpha type-box, expressed	AGL79
LOC_Os04g56990	Turquoise	REGULATOR OF LEAF INCLINATION1	AT5G06800
LOC_Os06g04090	Turquoise	Secondary wall NAC 1, OsSWN1	EMB2301
LOC_Os07g02800	Turquoise	MYB family transcription factor, putative, and expressed	AT2G03500
LOC_Os09g26420	Turquoise	AP2 domain-containing protein, expressed	RAP2.12
LOC_Os12g04590	Turquoise	Zinc finger, C3HC4-type domain-containing protein, and expressed	AT3G19950
LOC_Os12g33070	Turquoise	OsMYB46	MYB46
LOC_Os06g40330	Yellow	MYB family transcription factor, putative, and expressed	MYB101
LOC_Os11g03540	Yellow	AP2 domain-containing protein, expressed	WRI1
LOC_Os12g42970	Yellow	GATA zinc finger domain-containing protein, expressed	GATA2

#### Genes Highly Co-expressed With *CSA* and *Ugp1*

Two hub genes, *CSA* and *Ugp1*, have been reported to be involved in rice photoperiod-sensitive and thermosensitive male fertility, respectively. We visualized genes with high correlation to *CSA* and *Ugp1* (Figure 6 and Supplementary Data Sheet 8). Notably, *CSA* and *Ugp1* shared 74 overlapped correlation genes, such as *MATRILINEAL* (*OsMATL*) and *OsHXK5* (Cho et al., 2009; Yao et al., 2018), which were up-regulated in LD anthers, unlike that of *CSA* and *Ugp1*—as undirected network relationships. 

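An unsigned network of power 7 over the 23519 genes gave *CSA* and *OsUgp1* 81 genes in common among the 100 of highest topological overlap with each. Of the 81, 76 were higher in LD anthers and 5 higher in SD, and 43 are among the paper's 74. With 200 genes taken for each in place of 100, 174 were shared, and all of the paper's 74 were among them. On the log2(CPM + 1) scale, with 100 for each, 77 genes were shared, but 5 of them are among the paper's 74. Of those 74, 72 were higher in LD anthers over the 24 libraries (edgeR adjusted p below 0.05). *OsMATL* (LOC_Os03g27610) and *OsHXK5* were both among the 81. At 12:00 *OsMATL* had 83.4 ± 5.91 CPM in LD anthers and was at or under 3 counts in both SD libraries, at least 572-fold lower. At 08:00 it had 4.50 ± 4.39 CPM in SD anthers and 79.9 ± 25.8 CPM in LD anthers (log2 fold change −4.10, standard error 0.65, edgeR adjusted p = 0.00586). Because SD and LD libraries form separate clusters, correlations were taken within each photoperiod (n = 12). The p values were adjusted over 24 relations of 6 partner genes. The permutations treated the 12 libraries of a photoperiod as independent, although they are 6 time points with 2 replicates. They also did not allow for replicate 1 of LD lying nearer to SD at all 6 time points. In LD libraries *OsMATL* had r = −0.934 (rho −0.923, permutation p = 2.00e-05 and 9.00e-05) with *OsUgp1*, adjusted 1.60e-04 and 4.32e-04, and r = −0.930 without the 2 farthest libraries. In SD libraries it had r = −0.764 (rho −0.790, permutation p = 0.00301 and 0.00294) with *OsUgp1*, adjusted 0.00903 and 0.00882, and r = −0.759 without the 2 farthest. With *CSA* the *OsMATL* relation in SD libraries, r = −0.673 (rho −0.573, permutation p = 0.0161 and 0.0557), adjusted 0.0276 and 0.0891, fell to r = −0.355 without the 2 farthest and so rested on them. *OsHXK5* in LD libraries had r = −0.940 (rho −0.951, permutation p = 2.00e-05 and 3.00e-05) with *OsUgp1*, adjusted 1.60e-04 and 4.32e-04, and r = −0.956 without the 2 farthest. In SD libraries the relation of *OsHXK5* with *CSA* was not past the threshold, with r = −0.513 (rho −0.343, permutation p = 0.0866 and 0.277), adjusted 0.115 and 0.317. With *OsUgp1* in SD libraries *OsHXK5* passed on rho alone (r = −0.589, rho −0.671, adjusted permutation p = 0.0651 and 0.0333), and r was −0.746 without the 2 farthest. With *CSA* in LD libraries both genes passed on r and rho. The r was −0.737 for *OsMATL* and −0.751 for *OsHXK5* (adjusted permutation p = 0.0128 each). It fell to −0.595 and −0.613 without the 2 farthest.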

Four co-expressed genes were also selected for qRT-PCR analysis and confirmed this prediction outcome (Supplementary Figure 11). 

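Supplementary Data Sheet 9 gives primers for 4 co-expressed loci. In the RNA-seq counts LOC_Os04g40874 had 122 ± 1.65 CPM in SD anthers and 45.3 ± 6.13 CPM in LD anthers at 12:00 (log2 fold change 1.48, standard error 0.12, edgeR adjusted p = 1.61e-04). LOC_Os03g11050 had 64.9 ± 3.47 CPM in SD anthers and 42.5 ± 1.98 CPM in LD anthers (log2 fold change 0.66, standard error 0.10, edgeR adjusted p = 0.00212), and LOC_Os06g47340 had 274 ± 2.87 CPM in SD anthers and 159 ± 4.39 CPM in LD anthers (log2 fold change 0.84, standard error 0.12, edgeR adjusted p = 0.00119) at the same time. LOC_Os02g48720 was lower in SD anthers at 12:00, with 991 ± 36.4 CPM in SD anthers and 2656 ± 4.46 CPM in LD anthers (log2 fold change −1.37, standard error 0.15, edgeR adjusted p = 4.24e-04). LOC_Os02g48720 thus moved opposite to *CSA* and *OsUgp1*, and the others moved with them. In LD libraries the correlation with *OsUgp1* was r = 0.942, 0.878, 0.957, and −0.892 for LOC_Os03g11050, LOC_Os06g47340, LOC_Os04g40874, and LOC_Os02g48720 (n = 12). Their rho values were 0.923, 0.916, 0.923, and −0.923, and the adjusted permutation p was at most 0.000789 for r and 4.40e-04 for rho. Without the 2 farthest libraries r was 0.911, 0.904, 0.968, and −0.908. In SD libraries the correlations did not pass, with r = 0.501, 0.436, 0.593, and −0.0487 and rho 0.517, 0.441, 0.538, and −0.0629 in the same order (n = 12). The smallest adjusted permutation p was 0.0651 for r and 0.113 for rho. Without the 2 farthest libraries these r values were 0.363, 0.569, 0.770, and −0.333, weaker for the first locus and stronger for the others. The permutations here too treated the 12 libraries of a photoperiod as independent. With *CSA* in LD libraries r was 0.751, 0.881, 0.774, and −0.752, with an adjusted permutation p of at most 0.0128 for r and 0.0281 for rho, and without the 2 farthest libraries r was 0.581, 0.838, 0.637, and −0.589. With *CSA* in SD libraries r was 0.637, 0.481, 0.218, and −0.105, of which the first passed (adjusted permutation p = 0.0411) on r alone (rho 0.497, adjusted 0.139) and fell to r = 0.205 without the 2 farthest. The qRT-PCR values were not analysed here.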

*OsMATL* encodes a pollen-specific phospholipase that is involved in haploid induction, whose knockout mutant displays reduced seed set (Yao et al., 2018). *OsHXK5* encodes a hexokinase that functions as a glucose sensor. Plants overexpressing *OsHXK5* showed a hypersensitive and slow growth phenotype (Cho et al., 2009). Six TFs such as MYB, Zinc Finger, and MADS-Box proteins were in network; 5 lipid metabolic-associated genes, 11 carbohydrate metabolic genes, and 11 transport genes were also detected. In addition, there were 38 hub genes highly co-expressing with *CSA* and *Ugp1*. These results indicate that *CSA* and *Ugp1* are likely to share regulatory pathways in controlling environmentally mediated male development in rice.

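Of the 81 genes shared by *CSA* and *OsUgp1* in the network computed here, 34 had an absolute correlation with photoperiod above 0.8. Among the paper's 74 shared genes 30 did, with absolute values from 0.706 to 0.846 over the 74. *CSA* and *OsUgp1* themselves were correlated within LD libraries (r = 0.749, rho 0.755, permutation p = 0.00563 and 0.00636, adjusted over 3 relations 0.00844 and 0.00954, n = 12), and r was 0.6005 without the 2 farthest. In SD libraries the correlation did not pass (r = 0.546, rho 0.490, permutation p = 0.0656 and 0.110, adjusted 0.0656 and 0.110, r = 0.541 without the 2 farthest). Again the permutations treated the 12 libraries as independent. Because the network was computed over both photoperiods, it does not separate shared regulation from a shared response to photoperiod.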

**FIGURE 6:**
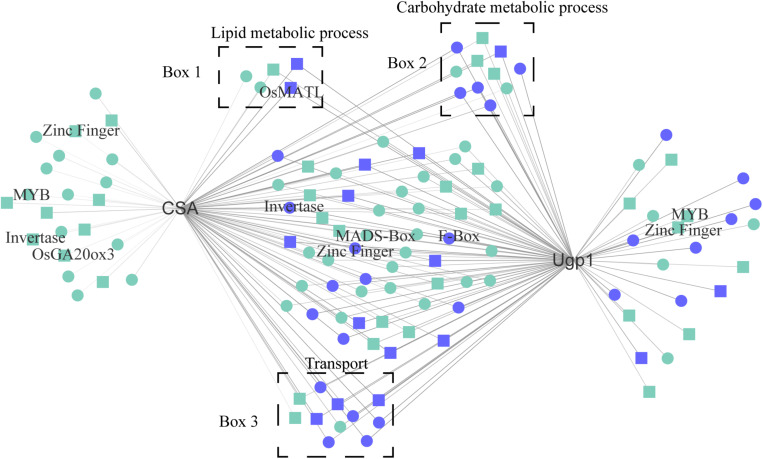
High co-expressed genes of *CSA* and *Ugp1.* Blue indicates the top 1% TOM value genes; rectangle represents hub genes. *OsGA20ox3* (*gibberellin 20 oxidase 3*, LOC_Os07g07420); *OsMATL* (*MATRILINEAL*, LOC_Os03g27610); *CSA* (*Carbon Starved Anther*, LOC_Os01g16810); *Ugp1* (*UDP-glucose pyrophosphorylase*, LOC_Os09g38030); *Invertase* (LOC_Os12g37480, LOC_Os02g01310); MYB-TFs (LOC_Os01g51260, LOC_Os06g46560); MADS-box genes (LOC_Os06g11970); Zinc Finger genes (LOC_Os02g44120, LOC_Os01g68900, and LOC_Os12g08070); F-box (LOC_Os04g19800); Box 1, lipid metabolic process-related genes; Box 2, carbohydrate metabolic process-related genes; Box 3, Transport-related genes.

## Discussion

Transcript profiling of anthers grown under different photoperiod conditions provides information to help understand the molecular mechanisms that affect male fertility in response to day length and thus improve our ability to create new PGMS lines for rice breeding. In this study, we have conducted the first genome-wide transcriptomic and gene network analysis of anthers grown under short and long day lengths and revealed functional and regulatory genes that respond to photoperiod.

### Photoperiod Changes Gene Expression in Anthers

Approximately one-third of expressed genes (11,726 out of ∼30,000 in different samples) were differentially expressed in anthers grown under SD and LD conditions, with gene expression generally down-regulated under SD conditions (Figure 1A, Supplementary Table 1, and Supplementary Data Sheet 2). A total of 177 genes were differentially expressed at all time points (Figure 1C), of which 51 were specifically expressed in the anther and other reproductive tissues (Supplementary Figure 5B and Supplementary Data Sheet 2). Several genes whose mutation is known to cause male sterility were found in this set of 51 genes. *OsABCG15* plays a role in the formation of the anther cuticle and pollen exine and is involved in the export of lipid precursors from the tapetum to anther locules (Wu et al., 2014; Zhao et al., 2015). *OsLAP6* functions in sporopollenin metabolism and affects bacula elongation to regulate pollen exine formation (Zou et al., 2017). *HOTHEAD 1* (*HTH1*) encodes a glucose–methanol–choline (GMC) oxidoreductase; its RNAi line and mutant both display defective anther walls and aborted pollen with decreased amounts of long-chain fatty acids and cutin (Xu et al., 2017). Other genes in this set of 177 DEGs, especially genes that specifically expressed in anthers, may also affect male fertility, particularly in a photoperiod-sensitive manner.

#### DEGs Associated With Transport and Metabolism

Gene ontology enrichment analysis of DEGs at different time points revealed a high proportion of genes associated with transport and metabolism, particularly of ions, carbohydrates, and lipids (Figure 2). Generally, these genes were up-regulated at 12:00 under SD and at 08:00 and 12:00 under LD conditions, indicating that these pathways may be associated with the growth and physiological adaption of plants in response to photoperiod.

In stage 11 anthers, mitosis and accumulation of nutrients are the main developmental processes, consistent with our GO enrichment results. Correct ion homeostasis is essential for normal plant growth; accordingly, many genes encoding ion transporters were detected (Supplementary Data Sheet 3). Several potassium transporter family genes were enriched, like *HKT*, *HAK*, and *AKT* family genes (Rodríguez-Navarro and Rubio, 2006). *HKT1;4* can also exclude Na^+^ in productive stage of rice (Suzuki et al., 2016). *Cation/H^+^ exchanger 14* (*OsCHX14*), involved in K^+^ homeostasis, may play an important role during rice flowering stages (Chen et al., 2016). *OsBOR1* and *OsBOR4* DEGs encode boron transporters; pollen from *osbor4* mutants have defects in pollen tube elongation (Nakagawa et al., 2007; Tanaka et al., 2013). *OsFRDL1* is a MATE (multidrug and toxic compound extrusion) family gene, a citrate transporter of iron, whose mutant exhibits a decrease in pollen viability and grain fertility (Yokosho et al., 2009, 2016). *SULTR-like phosphorus distribution transporter* (*SPDT*) encodes a plasma-membrane-localized phosphorus transporter that preferentially allocates phosphorus to grains (Yamaji et al., 2017). *Psd1* encodes a non-specific lipid transfer protein (nsLTP) that regulates cell division and elongation; *psd1* mutants show photoperiod-thermosensitive dwarfism (Deng W. et al., 2020).

Many DEGs were also found to encode sugar transporters and catabolic proteins, such as monosaccharide transporters (*MST1* to *MST8*), sucrose transporters (*SUT1*, *SUT2*, *SUT3*, and *SUT5*), and invertases (*INV1*, *INV2, INV3*, and *INV4*). Proteins from these three family genes cover sucrose transport from source to sink. Sucrose is loaded into the phloem by SUTs and unloaded in sink tissues, like anthers or seeds, where sucrose is converted by invertases into hexoses and imported into cells by MSTs (Lim et al., 2006). OsMST4 has been shown to play a role in monosaccharide supply during grain filling (Wang et al., 2007), and *OsMST5* is expressed in panicles before pollination and may be involved in pollen development (Ngampanya et al., 2003). MST8 is predicted to transport monosaccharides from anther wall layers to the microspore, affecting the unloading process of the source–sink tissue during male reproduction (Zhang et al., 2010). SUT1 is predicted to play a role in the uptake of sucrose from the apoplast, and its lack during anther development suppresses pollen germination (Hirose et al., 2010). *INV4* is expressed specifically in the anther, down-regulated by cold stress, resulting in abnormal accumulation of sucrose (Oliver et al., 2005).

Other DEGs associated with carbohydrate metabolism could also affect anther viability. *Glucan synthase-like 5* (*GSL5*) encodes a callose synthase, and its mutant showed decreased fertility due to defects in the pollen callose wall (Shi et al., 2015). *Oryza sativa glucanase 1* (*Osg1*) encodes a plant β-1,3-glucanase essential for callose degradation during tetrad dissolution; RNAi plants exhibited delayed release of young microspores into anther locules, causing male sterility (Wan et al., 2011). Hexokinase (HXK) family proteins are involved in sugar sensing and signaling (Cho et al., 2006), and genes encoding HXK5, HXK7, and HXK10 were among DEGs detected in our analysis. HXK10 can also phosphorylate hexose sugars; RNAi knockdown lines showed non-dehiscent anthers (Xu et al., 2008). Genes encoding disproportionating enzymes *DPE1* and *DPE2* were also among our DEGs; these proteins are involved in starch metabolism and maturation of starch granules (Akdogan et al., 2011; Hwang et al., 2016).

Differentially expressed genes encoding transport and metabolic genes clustered into two, similarly sized groups that were up-regulated in either SD or LD anthers, suggesting that these biological processes may occur, or be regulated by, different pathways depending on photoperiod to maintain nutrient balances essential for normal development (Figures 3A–C). While previously reported genes affecting male sterility were found among our photoperiod-sensitive DEGs, their mutations generally caused total male sterility rather than PGMS (i.e., *Osg1*, *OsFRDL1*, and *OsBOR4*). Discovery of new potential PGMS regulators will require careful analysis of differential expression of candidate genes under SD and LD conditions.

#### Differential Expression of Circadian Genes

We analyzed the expression pattern of genes associated with the control of circadian rhythm and found that *OsLUX*, *OsFKF1*, *OsGI*, and *OsTOC1* show higher expression in LD over SD anthers at16:00, *OsPRR37* was up-regulated under night at LD, while *OsPRR95* has higher expression at 12:00. *OsCCA1* was up-regulated at 12:00 and 16:00 in SD compared with LD anthers (Supplementary Figure 7). These genes and proteins interact with each other in complex ways. In *Arabidopsis*, *CCA1* positively regulates *PRR7* and *PRR9* expression, which in turn affect feedback regulation of *CCA1* (Farré et al., 2005). CCA1 can also interact with TOC1 to bind the *GI* promoter (Hsu and Harmer, 2014). *LUX* is a MYB transcript factor required for normal circadian rhythm that can repress *PRR9* expression (Chow et al., 2012). FKF1 is an F-box protein that forms a complex with GI to regulate the transition to flowering (Sawa et al., 2007). In rice, overexpression of *CCA1* or *GI* delays flowering (Hayama et al., 2003). The presence of these important circadian genes in our DEGs suggests that they may also play a critical role in anther development in response to photoperiod and warrant further investigation as potential candidates for PGMS line creation.

### Protein Metabolism and Phytohormones Play a Key Role in Photoperiod-Sensitive Anther Development

Weighted gene co-expression network analysis (WGCNA), which evaluates potential interaction between all expressed genes, revealed large gene clusters and regulatory networks accociated with photoperiod length and confirmed that gene expression differs significantly between SD and LD anthers. Four modules were identified with a high correlation to photoperiod: genes in turquoise (5852 genes) and magenta (1132 genes) modules were up-regulated in LD anthers, while genes in blue (4929 genes) and yellow (2698 genes) modules were up-regulated in SD anthers (Figure 4 and Supplementary Figure 8).

These modules were generally enriched with the same GO terms as DEGs (Figures 2, 5), but the blue module was also enriched in genes from new categories, i.e., protein-related and macromolecule-related processes, which contained *TMS10* (thermosensitive male sterility 10), *TMS10L* (thermosensitive male sterility 10-like), and *UbL404* (ubiquitin fusion ribosomal protein L40) genes. *TMS10* and *TMS10L* are two thermosensitive genes that redundantly regulate post-meiotic tapetal development and pollen development in low and high temperatures (Yu et al., 2017). UbL404 is a target of *TMS5*, which encodes a conserved RNase Z protein. UbL404 is degraded by RNase Z in wild-type plants, but accumulates in *tms5* plants at high temperatures, causing temperature-sensitive male sterility (Zhou et al., 2014). A subsequent mutation in *GATA10*, which decreases UbL404 levels, can restore fertility at high temperatures (Jin et al., 2019). Our modules thus contain known PGMS and TGMS effectors and are likely to be a good source to uncover as-yet-unknown genes affecting PGMS.

The “protein process” GO category also contained genes associated with light response and anther-specific genes (Figure 5 and Supplementary Data Sheet 7). Light response genes included *PHYB*, *PHYC*, and *Hd6*. PHYB and PHYC are photoreceptors in rice, single mutants of which induce early flowering; a triple mutant with PHYA causes incomplete sterility (Takano et al., 2005). *Hd6* encode a casein kinase II that delays heading time in LD conditions (Takahashi et al., 2001). Anther-specific genes included *Pollen Mitosis Relative (PMR)*, essential for correct pollen mitosis (Liu et al., 2017), and *DWARF AND RUNTISH SPIKELET (DRUS1)* and *DRUS2*, which regulate anther development and pollen maturation redundantly through sugar utilization or conversion (Pu et al., 2017). Genes involved in the MAPK (mitogen-activated protein kinase) and Ca^2+^-related signaling pathway were also found, such as *Calcium-dependent protein kinase 2* (*OsCDPK2*), which is repressed by light and disrupts seed development (Frattini et al., 1999; Morello et al., 2000). Genes associated with phytohormone signaling included brassinosteroid-signaling kinase (*BSK*) family members and *Ethylene Receptor 2* (*ETR2*). Thus, while mitosis and sugar transport are key biological processes occurring in stage 11 anthers, hormone, and other signaling pathways are also very active during anther late development.

Our WGCNA analysis revealed 496 hub genes in these four modules (Supplementary Data Sheet 6). A known PGMS gene, *CSA*, and TGMS gene, *Ugp1*, were among these hub genes, both known to affect male sterility through carbohydrate metabolism (Chen et al., 2007; Zhang et al., 2013). Other genes affecting carbohydrate metabolism were also among the hub genes, including *CAP1*, *DPE2*, and *OsSWN1*. These results provide further evidence that carbohydrate metabolism is a key characteristic of late anther development affected by photoperiod. Multiple phytohormone-related genes were also present in the hubs: *ABA 8’-Hydroxylase gene 3* (*OsABA8ox3*) is a key gene in abscisic acid (ABA) catabolism (Zhu et al., 2009); *OsNAP* can be induced by ABA and, in turn, affects ABA biosynthesis (Liang et al., 2014); *Gibberellin 20-oxidase 3* (*OsGA20ox3*) and *Gibberellin 2-oxidase 4* (*OsGA2ox4*) affect gibberellic acid biosynthesis, *GA20ox3*, in a temperature-dependent manner (Lo et al., 2008; Sakata et al., 2014); *Dioxygenase of auxin oxidation* (*DAO*) affects the auxin pathway (Zhao et al., 2013); and *SK3/SHAGGY-like kinase* (*GSK2*) acts as a negative regulator of brassinosteroid signaling (Tong et al., 2012). Phytohormones thus appear to be key regulators mediating the adaption of anther development to changing day length.

### TGMS and PGMS Share Regulatory Network Elements

Given the presence of *CSA* and *Ugp1* as hub genes, we searched for, and found, other hub genes regulating environment-sensitive male sterility (Table 1 and Supplementary Data Sheet 6). *TMS5* was clustered in the red module, which did not show significant correlation with photoperiod. *OsPDCD5*, *Ugp2*, and *Osgata10* clustered in the turquoise module, while *TMS10* clustered in the blue module. Both *OsPDCD5* and *TMS10* are involved in PCD, which, in rice anthers, begins before stage 11; had younger anthers been used in our analysis, WGCNA significance scores for these genes may have been higher.

Analysis of interaction networks of key hub genes revealed further interactions between PGMS gene *CSA* and TGMS gene *Ugp1* that two genes share large part of co-expressed genes. Although these genes were up- and down-regulated in an opposite pattern *CSA* and *Ugp1*, these genes are likely to be common targets of *Ugp1* and *CSA* regulation and have similar roles in co-regulating photoperiod- or temperature-sensitive anther development. This common list included genes encoding zinc finger, MADS-Box, and MYB transcript factors, which may play a key relational role in mediating photoperiod-associated male reproduction. Moreover, carbohydrate metabolic genes and transport genes like invertase were also detected, and these genes may be associated with the sugar transport and metabolism under SD and LD. Further analysis on 38 hub genes highly co-expressed with *CSA* and *Ugp1* may reveal key genes regulating photoperiod-dependent male fertility.

In summary, we provided a transcriptomic view in anther development at different photoperiods and narrowed down candidates not only for future discovery of new PGMS but also for genes that interacted with reported EGMS, *CSA* and *Ugp1*, based on DEG analysis and WGCNA. Further investigations to confirm the biological function of these genes will reveal new genetic and molecular controls of PGMS in rice and possible other crops.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE163030.

## Author Contributions

DZ designed the study. DW, JL, YL, and SS performed experiments. SS analyzed the RNA-seq data and drafted the manuscript. WC, GL, XZ, and DZ revised the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AdrianD. (2019). *venn: Draw Venn Diagrams. R Package Version 1.8.* Available online at: https://Cran.R-project.org/package=venn (Accessed May 25, 2019).

[B2] AkdoganG.KubotaJ.KuboA.TakahaT.KitamuraS. (2011). Expression and characterization of rice disproportionating enzymes. *J. Appl. Glycosci.* 58 99–105. 10.5458/jag.jag.JAG-2010_026

[B3] AudicS.ClaverieJ. M. (1997). The significance of digital gene expression profiles. *Genome Res.* 7 986–995. 10.1101/gr.7.10.986 9331369

[B4] BañuelosM. A. A.GarciadeblasB.CuberoB.Rodrıìguez-NavarroA. (2002). Inventory and functional characterization of the HAK potassium transporters of Rice. *Plant Physiol.* 130 784–795. 10.1104/pp.007781 12376644PMC166606

[B5] ChaiM.BellizziM.WanC.CuiZ.LiY.WangG.-L. (2015). The NAC transcription factor OsSWN1 regulates secondary cell wall development in *Oryza sativa*. *J. Plant Biol.* 58 44–51. 10.1007/s12374-014-0400-y

[B6] ChenH.ZhangZ.NiE.LinJ.PengG.HuangJ. (2020). HMS1 interacts with HMS1I to regulate very-long-chain fatty acid biosynthesis and the humidity-sensitive genic male sterility in rice (Oryza sativa). *New Phytol.* 225 2077–2093. 10.1111/nph.16288 31663135

[B7] ChenL.-Y.XiaoY.-H.LeiD.-Y. (2010). Mechanism of sterility and breeding strategies for photoperiod/thermo-sensitive genic male sterile rice. *Rice Sci.* 17 161–167. 10.1016/s1672-6308(09)60012-3

[B8] ChenR.ZhaoX.ShaoZ.WeiZ.WangY.ZhuL. (2007). Rice UDP-glucose pyrophosphorylase1 is essential for pollen callose deposition and its cosuppression results in a new type of thermosensitive genic male sterility. *Plant Cell* 19 847–861. 10.1105/tpc.106.044123 17400897PMC1867369

[B9] ChenY.MaJ.MillerA. J.LuoB.WangM.ZhuZ. (2016). OsCHX14 is involved in the K+ homeostasis in rice (*Oryza sativa*) flowers. *Plant Cell Physiol.* 57 1530–1543. 10.1093/pcp/pcw088 27903806

[B10] ChengS. H.ZhuangJ. Y.FanY. Y.DuJ. H.CaoL. Y. (2007). Progress in research and development on hybrid rice: a super-domesticate in China. *Ann. Bot.* 100 959–966. 10.1093/aob/mcm121 17704538PMC2759200

[B11] ChoJ. I.RyooN.EomJ. S.LeeD. W.KimH. B.JeongS. W. (2009). Role of the rice hexokinases OsHXK5 and OsHXK6 as glucose sensors. *Plant Physiol.* 149 745–759. 10.1104/pp.108.131227 19010999PMC2633841

[B12] ChoJ.-I.RyooN.KoS.LeeS.-K.LeeJ.JungK.-H. (2006). Structure, expression, and functional analysis of the hexokinase gene family in rice (*Oryza sativa* L.). *Planta* 224 598–611. 10.1007/s00425-006-0251-y 16552590

[B13] ChowB. Y.HelferA.NusinowD. A.KayS. A. (2012). ELF3 recruitment to the PRR9 promoter requires other evening complex members in the *Arabidopsis* circadian clock. *Plant Signaling Behav.* 7 170–173. 10.4161/psb.18766 22307044PMC3405715

[B14] DengW.LiR.XuY.MaoR.ChenS.ChenL. (2020). A lipid transfer protein variant with a mutant eight-cysteine motif causes photoperiod- and thermo-sensitive dwarfism in rice. *J. Exp. Bot.* 71 1294–1305. 10.1093/jxb/erz500 31701134PMC7031082

[B15] DengX.HanX.YuS.LiuZ.GuoD.HeY. (2020). OsINV3 and its homolog, OsINV2, control grain size in rice. *Int J Mol Sci* 21:2199. 10.3390/ijms21062199 32209971PMC7139340

[B16] DingJ.LuQ.OuyangY.MaoH.ZhangP.YaoJ. (2012a). A long noncoding RNA regulates photoperiod-sensitive male sterility, an essential component of hybrid rice. *Proc. Natl. Acad. Sci. U.S.A.* 109 2654–2659.2230848210.1073/pnas.1121374109PMC3289353

[B17] DingJ.ShenJ.MaoH.XieW.LiX.ZhangQ. (2012b). RNA-directed DNA methylation is involved in regulating photoperiod-sensitive male sterility in rice. *Mol. Plant* 5 1210–1216. 10.1093/mp/sss095 23024213

[B18] FanY.YangJ.MathioniS. M.YuJ.ShenJ.YangX. (2016). PMS1T, producing phased small-interfering RNAs regulates photoperiod-sensitive male sterility in rice. *Proc. Natl. Acad. Sci. U.S.A.* 113 15144–15149.2796538710.1073/pnas.1619159114PMC5206514

[B19] FarréE. M.HarmerS. L.HarmonF. G.YanovskyM. J.KayS. A. (2005). Overlapping and distinct roles of PRR7 and PRR9 in the *Arabidopsis* circadian clock. *Curr. Biol.* 15 47–54. 10.1016/j.cub.2004.12.067 15649364

[B20] FrattiniM.MorelloL.BreviarioD. (1999). Rice calcium-dependent protein kinase isoforms OsCDPK2 and OsCDPK11 show different responses to light and different expression patterns during seed development. *Plant Mol. Biol.* 41 753–764. 10.1023/A:100631642240010737140

[B21] HayamaR.YokoiS.TamakiS.YanoM.ShimamotoK. (2003). Adaptation of photoperiodic control pathways produces short-day flowering in rice. *Nature* 422 719–722. 10.1038/nature01549 12700762

[B22] HiroseT.ZhangZ.MiyaoA.HirochikaH.OhsugiR.TeraoT. (2010). Disruption of a gene for rice sucrose transporter, OsSUT1, impairs pollen function but pollen maturation is unaffected. *J. Exp. Bot.* 61 3639–3646. 10.1093/jxb/erq175 20603282PMC2921200

[B23] HorvathS.DongJ. (2008). Geometric interpretation of gene coexpression network analysis. *PLoS Comput Biol.* 4:e1000117. 10.1371/journal.pcbi.1000117 18704157PMC2446438

[B24] HsuP. Y.HarmerS. L. (2014). Wheels within wheels: the plant circadian system. *Trends Plant Sci.* 19 240–249. 10.1016/j.tplants.2013.11.007 24373845PMC3976767

[B25] HwangS.-K.KoperK.SatohH.OkitaT. W. (2016). Rice endosperm starch phosphorylase (Pho1) assembles with disproportionating enzyme (Dpe1) to form a protein complex that enhances synthesis of malto-oligosaccharides. *J. Biol. Chem.* 291 19994–20007.2750228310.1074/jbc.M116.735449PMC5025686

[B26] IzawaT.OikawaT.SugiyamaN.TanisakaT.YanoM.ShimamotoK. (2002). Phytochrome mediates the external light signal to repress FT orthologs in photoperiodic flowering of rice. *Genes Dev.* 16 2006–2020.1215412910.1101/gad.999202PMC186415

[B27] JabnouneM.EspeoutS.MieuletD.FizamesC.VerdeilJ.-L.ConéjéroG. (2009). Diversity in expression patterns and functional properties in the rice HKT transporter family. *Plant Physiol.* 150 1955–1971. 10.1104/pp.109.138008 19482918PMC2719131

[B28] JinJ.GuiS.LiQ.WangY.ZhangH.ZhuZ. (2019). The transcription factor GATA10 regulates fertility conversion of a two-line hybrid tms5 mutant rice via the modulation of UbL40 expression. *J. Integr. Plant Biol.* 62 1034–1056. 10.1111/jipb.12871 31486580PMC7383616

[B29] JungK. H.HanM. J.LeeD. Y.LeeY. S.SchreiberL.FrankeR. (2006). Wax-deficient anther1 is involved in cuticle and wax production in rice anther walls and is required for pollen development. *Plant Cell* 18 3015–3032. 10.1105/tpc.106.042044 17138699PMC1693940

[B30] KanehisaM.GotoS. (2000). KEGG: kyoto encyclopedia of genes and genomes. *Nucleic Acids Res.* 28 27–30.1059217310.1093/nar/28.1.27PMC102409

[B31] KawaharaY.de la BastideM.HamiltonJ. P.KanamoriH.McCombieW. R.OuyangS. (2013). Improvement of the *Oryza sativa* nipponbare reference genome using next generation sequence and optical map data. *Rice* 6:4. 10.1186/1939-8433-6-4 24280374PMC5395016

[B32] KhushG. S. (2001). Green revolution: the way forward. *Nat. Rev. Genet.* 2 815–822. 10.1038/35093585 11584298

[B33] KimH.-B.ChoJ.-I.RyooN.ShinD.-H.ParkY.-I.HwangY.-S. (2016). Role of rice cytosolic hexokinase OsHXK7 in sugar signaling and metabolism. *J. Integr. Plant Biol.* 58 127–135. 10.1111/jipb.12366 25951042

[B34] KimY.-J.ZhangD. (2018). Molecular control of male fertility for crop hybrid breeding. *Trends Plant Sci.* 23 53–65. 10.1016/j.tplants.2017.10.001 29126789

[B35] LangfelderP.HorvathS. (2008). WGCNA: an R package for weighted correlation network analysis. *BMC Bioinf.* 9:559. 10.1186/1471-2105-9-559 19114008PMC2631488

[B36] LiangC.WangY.ZhuY.TangJ.HuB.LiuL. (2014). OsNAP connects abscisic acid and leaf senescence by fine-tuning abscisic acid biosynthesis and directly targeting senescence-associated genes in rice. *Proc. Natl. Acad. Sci. U.S.A.* 111 10013–10018. 10.1073/pnas.1321568111 24951508PMC4103337

[B37] LimJ. D.ChoJ.-I.ParkY.-I.HahnT.-R.ChoiS.-B.JeonJ.-S. (2006). Sucrose transport from source to sink seeds in rice. *Physiol. Plant.* 126 572–584. 10.1111/j.1399-3054.2006.00654.x

[B38] LiuL.ZhengC.KuangB.WeiL.YanL.WangT. (2016). Receptor-like kinase RUPO interacts with potassium transporters to regulate pollen tube growth and integrity in rice. *PLoS Genet.* 12:e1006085. 10.1371/journal.pgen.1006085 27447945PMC4957769

[B39] LiuY.XuY.LingS.LiuS.YaoJ. (2017). Anther-preferential expressing gene PMR is essential for the mitosis of pollen development in rice. *Plant Cell Rep.* 36 919–931. 10.1007/s00299-017-2123-2 28299429

[B40] LivakK. J.SchmittgenT. D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2^−ΔΔ^CT method. *Methods* 25 402–408. 10.1006/meth.2001.1262 11846609

[B41] LoS.-F.YangS.-Y.ChenK.-T.HsingY.-I.ZeevaartJ. A. D.ChenL.-J. (2008). A novel class of gibberellin 2-oxidases control semidwarfism, tillering, and root development in rice. *Plant Cell* 20 2603–2618. 10.1105/tpc.108.060913 18952778PMC2590730

[B42] LuK.LiT.HeJ.ChangW.ZhangR.LiuM. (2017). qPrimerDB: a thermodynamics-based gene-specific qPCR primer database for 147 organisms. *Nucleic Acids Res.* 46 D1229–D1236. 10.1093/nar/gkx725 28977518PMC5753361

[B43] MichelD.JérômeS.RichardC.ChristopheS.FaridR.PierreL. (2001). Rice genomics: present and future. *Plant Physiol. Biochem.* 39 323–334.

[B44] MorelloL.FrattiniM.GianìS.ChristouP.BreviarioD. (2000). Overexpression of The calcium-dependent protein kinase OsCDPK2 in transgenic rice is repressed by light in leaves and disrupts seed development. *Transgenic Res.* 9 453–462. 10.1023/A:102655502160611206974

[B45] MouT. (2016). The research progress and prospects of two-line hybrid rice in China. *Chin. Sci. Bull.* 61 3761–3769. 10.1360/n972016-01045

[B46] MuH.KeJ.LiuW.ZhuangC.YipW. (2009). UDP-glucose pyrophosphorylase2 (OsUgp2), a pollen-preferential gene in rice, plays a critical role in starch accumulation during pollen maturation. *Sci. Bull.* 54 234–243. 10.1007/s11434-008-0568-y

[B47] MurakamiM.AshikariM.MiuraK.YamashinoT.MizunoT. (2003). The evolutionarily conserved OsPRR quintet: rice pseudo-response regulators implicated in circadian rhythm. *Plant Cell Physiol.* 44 1229–1236. 10.1093/pcp/pcg135 14634161

[B48] MurakamiM.MatsushikaA.AshikariM.YamashinoT.MizunoT. (2005). Circadian-associated rice pseudo response regulators (OsPRRs): insight into the control of flowering time. *Biosci. Biotechnol. Biochem.* 69 410–414. 10.1271/bbb.69.410 15725670

[B49] MurakamiM.TagoY.YamashinoT.MizunoT. (2007). comparative overviews of clock-associated genes of *Arabidopsis thaliana* and *Oryza sativa*. *Plant Cell Physiol.* 48 110–121. 10.1093/pcp/pcl043 17132630

[B50] NakagawaY.HanaokaH.KobayashiM.MiyoshiK.MiwaK.FujiwaraT. (2007). Cell-type specificity of the expression of Os BOR1, a rice efflux boron transporter gene, is regulated in response to boron availability for efficient boron uptake and xylem loading. *Plant Cell* 19 2624–2635. 10.1105/tpc.106.049015 17675406PMC2002629

[B51] NgampanyaB.SobolewskaA.TakedaT.ToyofukuK.NarangajavanaJ.IkedaA. (2003). Characterization of rice functional monosaccharide transporter, OsMST5. *Biosci. Biotechnol. Biochem.* 67 556–562. 10.1271/bbb.67.556 12723603

[B52] OliverS. N.Van DongenJ. T.AlfredS. C.MamunE. A.ZhaoX.SainiH. S. (2005). Cold-induced repression of the rice anther-specific cell wall invertase gene OSINV4 is correlated with sucrose accumulation and pollen sterility. *PlantCell Environ.* 28 1534–1551.

[B53] PuC.-X.HanY.-F.ZhuS.SongF.-Y.ZhaoY.WangC.-Y. (2017). The rice receptor-like kinases dwarf and runtish spikelet1 and 2 repress cell death and affect sugar utilization during reproductive development. *Plant Cell* 29 70–89. 10.1105/tpc.16.00218 28082384PMC5304344

[B54] Raivo Kolde (2019). *pheatmap: Pretty Heatmaps. R package Version 1.0.12.* Available online at: https://CRAN.R-project.org/package=pheatmap (accessed January 04, 2019).

[B55] Rodríguez-NavarroA.RubioF. (2006). High-affinity potassium and sodium transport systems in plants. *J. Exp. Bot.* 57 1149–1160. 10.1093/jxb/erj068 16449373

[B56] SakataT.OdaS.TsunagaY.ShomuraH.Kawagishi-KobayashiM.AyaK. (2014). Reduction of gibberellin by low temperature disrupts pollen development in rice. *Plant Physiol.* 164 2011–2019. 10.1104/pp.113.234401 24569847PMC3982758

[B57] SatoY.TakehisaH.KamatsukiK.MinamiH.NamikiN.IkawaH. (2012). RiceXPro version 3.0: expanding the informatics resource for rice transcriptome. *Nucleic Acids Res.* 41 D1206–D1213. 10.1093/nar/gks1125 23180765PMC3531122

[B58] SawaM.NusinowD. A.KayS. A.ImaizumiT. (2007). FKF1 and GIGANTEA complex formation is required for day-length measurement in *Arabidopsis*. *Science* 318:261. 10.1126/science.1146994 17872410PMC3709017

[B59] ShannonP.MarkielA.OzierO.BaligaN. S.WangJ. T.RamageD. (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome Res.* 13 2498–2504.1459765810.1101/gr.1239303PMC403769

[B60] ShiM. S. (1981). Breeding and using of a two-usage natural mutant in late japonica rice (in Chinese). *Hubei. Agric. Sci.* 7 1–3.

[B61] ShiX.SunX.ZhangZ.FengD.ZhangQ.HanL. (2015). Glucan synthase-like 5 (GSL5) plays an essential role in male fertility by regulating callose metabolism during microsporogenesis in rice. *Plant Cell Physiol.* 56 497–509. 10.1093/pcp/pcu193 25520407

[B62] SugiyamaN.IzawaT.OikawaT.ShimamotoK. (2001). Light regulation of circadian clock-controlled gene expression in rice. *Plant J.* 26 607–615. 10.1046/j.1365-313x.2001.01063.x 11489174

[B63] SuzukiK.YamajiN.CostaA.OkumaE.KobayashiN. I.KashiwagiT. (2016). OsHKT1;4-mediated Na+ transport in stems contributes to Na+ exclusion from leaf blades of rice at the reproductive growth stage upon salt stress. *BMC Plant Biol.* 16:22. 10.1186/s12870-016-0709-4 26786707PMC4719677

[B64] TakahashiY.ShomuraA.SasakiT.YanoM. (2001). Hd6, a rice quantitative trait locus involved in photoperiod sensitivity, encodes the α subunit of protein kinase CK2. *Proc. Natl. Acad. Sci. U.S.A.* 98 7922–7927. 10.1073/pnas.111136798 11416158PMC35444

[B65] TakanoM.InagakiN.XieX.YuzuriharaN.HiharaF.IshizukaT. (2005). Distinct and cooperative functions of phytochromes A, B, and C in the control of deetiolation and flowering in rice. *Plant Cell* 17 3311–3325. 10.1105/tpc.105.035899 16278346PMC1315371

[B66] TanakaK.MurataK.YamazakiM.OnosatoK.MiyaoA.HirochikaH. (2003). Three distinct rice cellulose synthase catalytic subunit genes required for cellulose synthesis in the secondary wall. *Plant Physiol.* 133 73–83. 10.1104/pp.103.022442 12970476PMC196581

[B67] TanakaN.UraguchiS.SaitoA.KajikawaM.KasaiK.SatoY. (2013). Roles of pollen-specific boron efflux transporter, OsBOR4, in the rice fertilization process. *Plant Cell Physiol.* 54 2011–2019. 10.1093/pcp/pct136 24068795

[B68] TianT.LiuY.YanH.YouQ.YiX.DuZ. (2017). agriGO v2.0: a GO analysis toolkit for the agricultural community, 2017 update. *Nucleic Acids Res.* 45 W122–W129. 10.1093/nar/gkx382 28472432PMC5793732

[B69] TongH.LiuL.JinY.DuL.YinY.QianQ. (2012). Dwarf and low-tillering acts as a direct downstream target of a GSK3/SHAGGY-like kinase to mediate brassinosteroid responses in rice. *Plant Cell* 24 2562–2577. 10.1105/tpc.112.097394 22685166PMC3406904

[B70] UedaK.YoshimuraF.MiyaoA.HirochikaH.NonomuraK.WabikoH. (2013). Collapsed abnormal pollen1 gene encoding the Arabinokinase-like protein is involved in pollen development in rice. *Plant Physiol.* 162 858–871. 10.1104/pp.113.216523 23629836PMC3668075

[B71] WanL.ZhaW.ChengX.LiuC.LvL.LiuC. (2011). A rice beta-1,3-glucanase gene Osg1 is required for callose degradation in pollen development. *Planta* 233 309–323. 10.1007/s00425-010-1301-z 21046148

[B72] WangY.ZhaX.ZhangS.QianX.DongX.SunF. (2010). Down-regulation of the OsPDCD5 gene induced photoperiod-sensitive male sterility in rice. *Plant Sci.* 178 221–228. 10.1016/j.plantsci.2009.12.001

[B73] WangK.SinghD.ZengZ.ColemanS. J.HuangY.SavichG. L. (2010). MapSplice: accurate mapping of RNA-seq reads for splice junction discovery. *Nucleic Acids Res.* 38:e178. 10.1093/nar/gkq622 20802226PMC2952873

[B74] WangY.XuH.WeiX.ChaiC.XiaoY.ZhangY. (2007). Molecular cloning and expression analysis of a monosaccharide transporter gene OsMST4 from rice (*Oryza sativa* L.). *Plant Mol. Biol.* 65 439–451. 10.1007/s11103-007-9228-x 17874189

[B75] WeiS.HuW.DengX.ZhangY.LiuX.ZhaoX. (2014). A rice calcium-dependent protein kinase OsCPK9 positively regulates drought stress tolerance and spikelet fertility. *BMC Plant Biol.* 14:133. 10.1186/1471-2229-14-133 24884869PMC4036088

[B76] WickhamH. (2016). *ggplot2: Elegant Graphics for Data Analysis*. Berlin: Springer.

[B77] WuL.GuanY.WuZ.YangK.LvJ.ConverseR. (2014). OsABCG15 encodes a membrane protein that plays an important role in anther cuticle and pollen exine formation in rice. *Plant Cell Rep.* 33 1881–1899. 10.1007/s00299-014-1666-8 25138437PMC4197380

[B78] XuF. Q.LiX. R.RuanY. L. (2008). RNAi-mediated suppression of hexokinase gene OsHXK10 in rice leads to non-dehiscent anther and reduction of pollen germination. *Plant Sci.* 175 674–684. 10.1016/j.plantsci.2008.07.002

[B79] XuY.LiuS.LiuY.LingS.ChenC.YaoJ. (2017). Hothead-like HTH1 is involved in anther cutin biosynthesis and is required for pollen fertility in rice. *Plant Cell Physiol.* 58 1238–1248. 10.1093/pcp/pcx063 28838125

[B80] YamajiN.TakemotoY.MiyajiT.Mitani-UenoN.YoshidaK. T.MaJ. F. (2017). Reducing phosphorus accumulation in rice grains with an impaired transporter in the node. *Nature* 541 92–95. 10.1038/nature20610 28002408

[B81] YaoL.ZhangY.LiuC.LiuY.WangY.LiangD. (2018). OsMATL mutation induces haploid seed formation in indica rice. *Nat. Plants* 4 530–533. 10.1038/s41477-018-0193-y 29988153

[B82] YeJ.HuangM.ZhaoS.WuN. (2004). The relationship between the expression of osRACD and the fertility changes of photoperiod-sensitivegenic male sterile rice (in Chinese). *Prog. Nat. Sci* 14 166–172.

[B83] YokoshoK.YamajiN.MaJ. F. (2016). OsFRDL1 expressed in nodes is required for distribution of iron to grains in rice. *J. Exp. Bot.* 67 5485–5494. 10.1093/jxb/erw314 27555544PMC5049396

[B84] YokoshoK.YamajiN.UenoD.MitaniN.MaJ. F. (2009). OsFRDL1 is a citrate transporter required for efficient translocation of iron in rice. *Plant Physiol.* 149 297–305. 10.1104/pp.108.128132 19011004PMC2613705

[B85] YuG.WangL.-G.HanY.HeQ.-Y. (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS* 16 284–287. 10.1089/omi.2011.0118 22455463PMC3339379

[B86] YuJ.HanJ.KimY. J.SongM.YangZ.HeY. (2017). Two rice receptor-like kinases maintain male fertility under changing temperatures. *Proc. Natl. Acad. Sci.U.S.A.* 114 12327–12332. 10.1073/pnas.1705189114 29087306PMC5699033

[B87] YuanL. (1984). Hybrid rice in China. *Chin. J. Rice Sci.* 1 8–18.

[B88] YuanL. (2004). Hybrid rice technology for food security in the world. *Crop Res.* 18 185–186.

[B89] ZhangD.LuoX.ZhuL. (2011). Cytological analysis and genetic control of rice anther development. *J. Genet. Genomics* 38 379–390. 10.1016/j.jgg.2011.08.001 21930097

[B90] ZhangH.LiangW.YangX.LuoX.JiangN.MaH. (2010). Carbon starved anther encodes a MYB domain protein that regulates sugar partitioning required for rice pollen development. *Plant Cell* 22 672–689. 10.1105/tpc.109.073668 20305120PMC2861464

[B91] ZhangH.XuC.HeY.ZongJ.YangX.SiH. (2013). Mutation in CSA creates a new photoperiod-sensitive genic male sterile line applicable for hybrid rice seed production. *Proc. Natl. Acad. Sci. U.S.A.* 110 76–81.2325615110.1073/pnas.1213041110PMC3538234

[B92] ZhangQ.ShenB. Z.DaiX. K.MeiM. H.Saghai MaroofM. A.LiZ. B. (1994). Using bulked extremes and recessive class to map genes for photoperiod-sensitive genic male sterility in rice. *Proc. Natl. Acad. Sci. U.S.A.* 91 8675–8679. 10.1073/pnas.91.18.8675 7915844PMC44669

[B93] ZhaoG.ShiJ.LiangW.XueF.LuoQ.ZhuL. (2015). Two ATP binding cassette G transporters, rice ATP binding cassette G26 and ATP binding cassette G15, collaboratively regulate rice male reproduction. *Plant Physiol.* 169 2064–2079. 10.1104/pp.15.00262 26392263PMC4634043

[B94] ZhaoZ.ZhangY.LiuX.ZhangX.LiuS.YuX. (2013). A role for a dioxygenase in auxin metabolism and reproductive development in rice. *Dev. Cell* 27 113–122. 10.1016/j.devcel.2013.09.005 24094741

[B95] ZhouH.LiuQ.LiJ.JiangD.ZhouL.WuP. (2012). Photoperiod- and thermo-sensitive genic male sterility in rice are caused by a point mutation in a novel noncoding RNA that produces a small RNA. *Cell Res.* 22 649–660. 10.1038/cr.2012.28 22349461PMC3317565

[B96] ZhouH.ZhouM.YangY.LiJ.ZhuL.JiangD. (2014). RNase ZS1 processes UbL40 mRNAs and controls thermosensitive genic male sterility in rice. *Nat. Commun.* 5:4884. 10.1038/ncomms5884 25208476

[B97] ZhouY. F.ZhangX. Y.XueQ. Z. (2011). Fine mapping and candidate gene prediction of the photoperiod and thermo-sensitive genic male sterile gene pms1(t) in rice. *J. Zhejiang Univ. Sci. B* 12 436–447. 10.1631/jzus.B1000306 21634036PMC3109145

[B98] ZhuG.YeN.ZhangJ. (2009). Glucose-induced delay of seed germination in rice is mediated by the suppression of ABA catabolism rather than an enhancement of ABA biosynthesis. *Plant Cell Physiol.* 50 644–651. 10.1093/pcp/pcp022 19208695

[B99] ZouT.XiaoQ.LiW.LuoT.YuanG.HeZ. (2017). OsLAP6/OsPKS1, an orthologue of *Arabidopsis* PKSA/LAP6, is critical for proper pollen exine formation. *Rice* 10:53. 10.1186/s12284-017-0191-0 29282604PMC5745217

# Supplementary material for: Transcriptome Analysis Reveals Photoperiod-Associated Genes Expressed in Rice Anthers
**Source:** Front Plant Sci. 2021 Feb 26;12:621561. doi: 10.3389/fpls.2021.621561
**Supplement:** Supplementary file 1

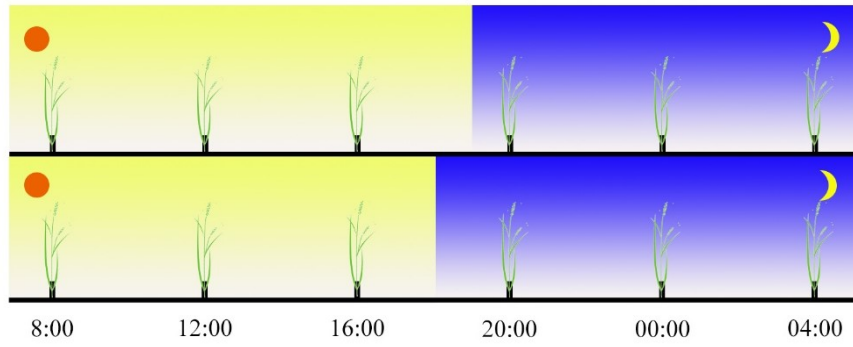

**Supplementary Figure 1.** The time point of collected samples.

The anther sample were collected every 4 hours from 8:00 to 04:00 under short-day(SD) and long-day(LD); 8:00, 12:00, 16:00 were under light condition and 20:00, 00:00, 04:00 were under dark condition.

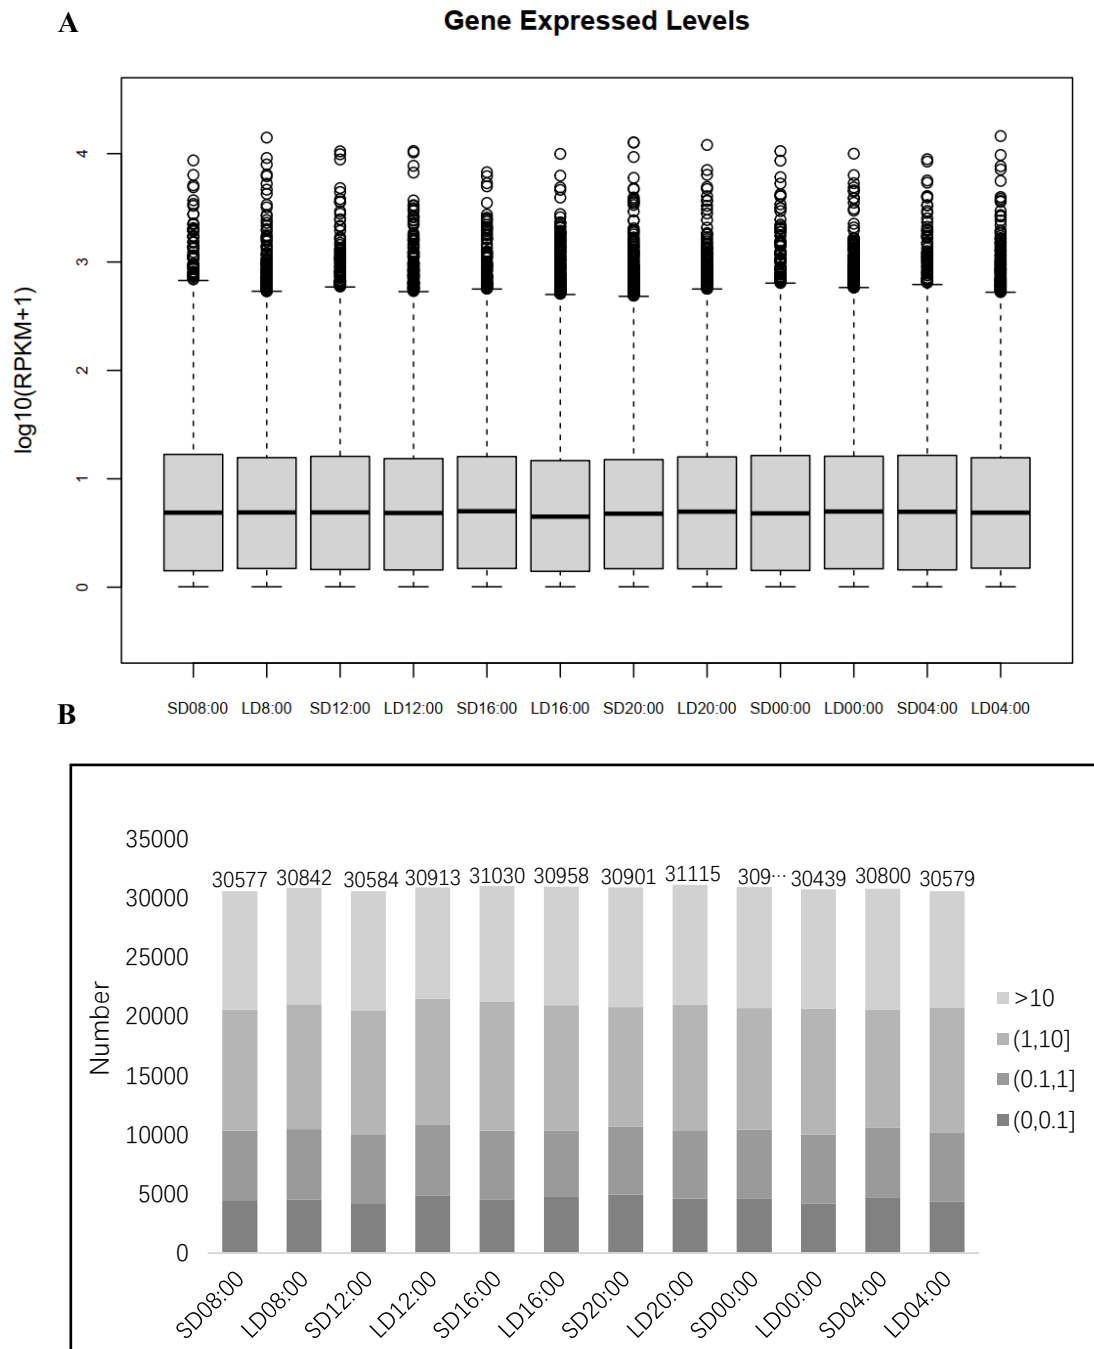

**Supplementary Figure 2.** Gene expression levels and number of expression genes (A)Box-plot of all gene expression levels base on RPKM, y-axis is  $\log_{10}(\text{rpkm}+1)$ , x-axis represent different samples; (B)Bar-plot of number of expressed genes in each sample, y-axis is gene number, x-axis represent different samples, the diminishing gray shows different expressed levels based on RPKM.

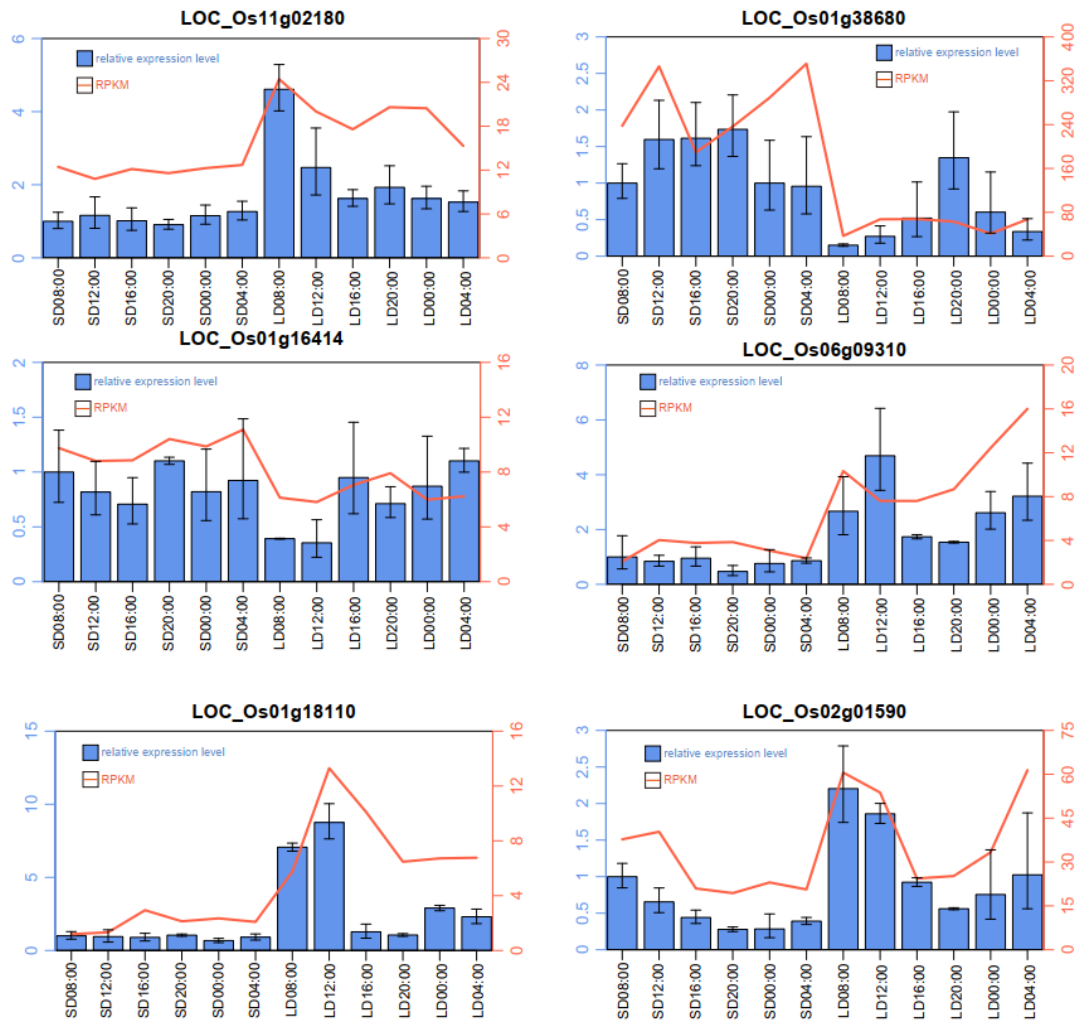

**Supplementary Figure 3.** Validation of the expression of RNA-seq data. Gene expression levels were detected by qRT-PCR based on  $2^{-\Delta\Delta C_t}$  method, represents the relative expression level and represents RPKM. The left Y-axis and the blue box are relative expression level, the right Y-axis and the orange line is RPKM.

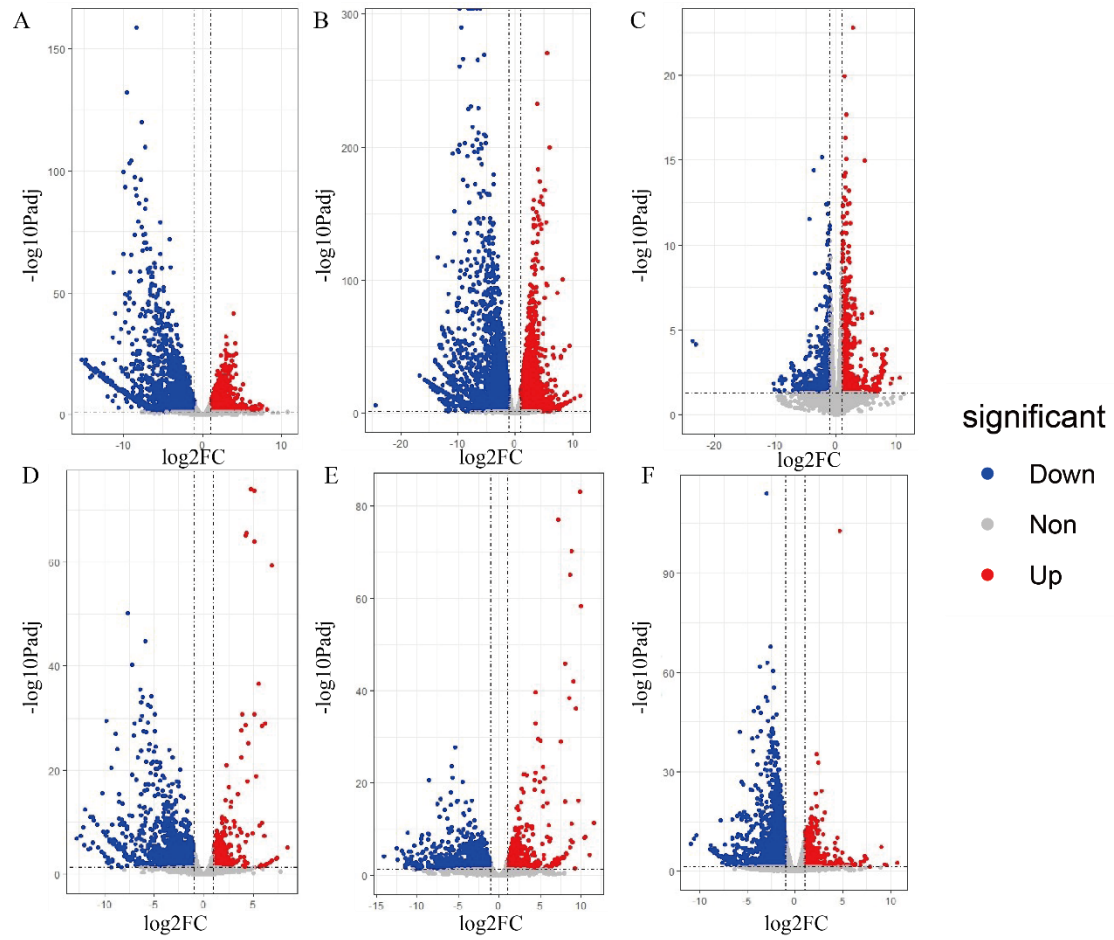

**Supplementary Figure 4.** Volcano plots of all time points' DEGs.

(A) 8:00. (B) 12:00. (C) 16:00. (D) 20:00. (E) 00:00. (F) 4:00. X-axis is  $\log_2$  (fold change), Y-axis is  $-\log_{10}(\text{p.adjust})$ , blue point means fold change of differential expression higher than 2 and p. adjust lower than 0.05.

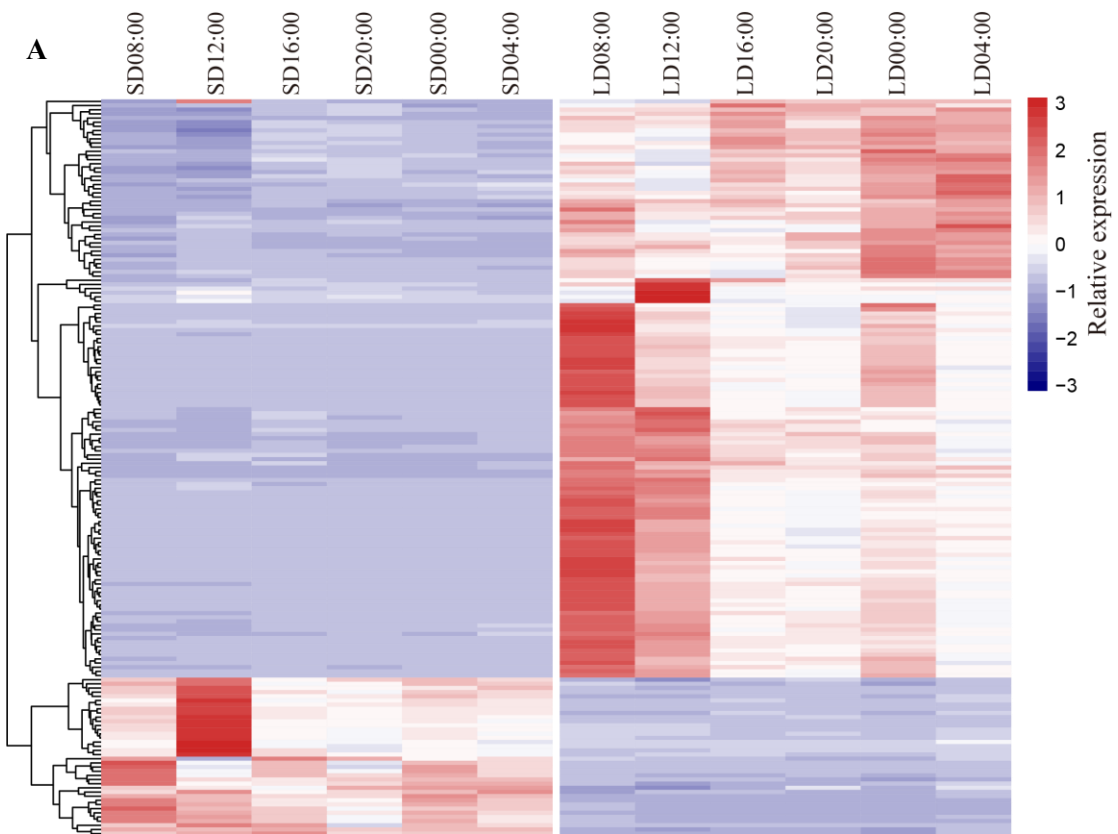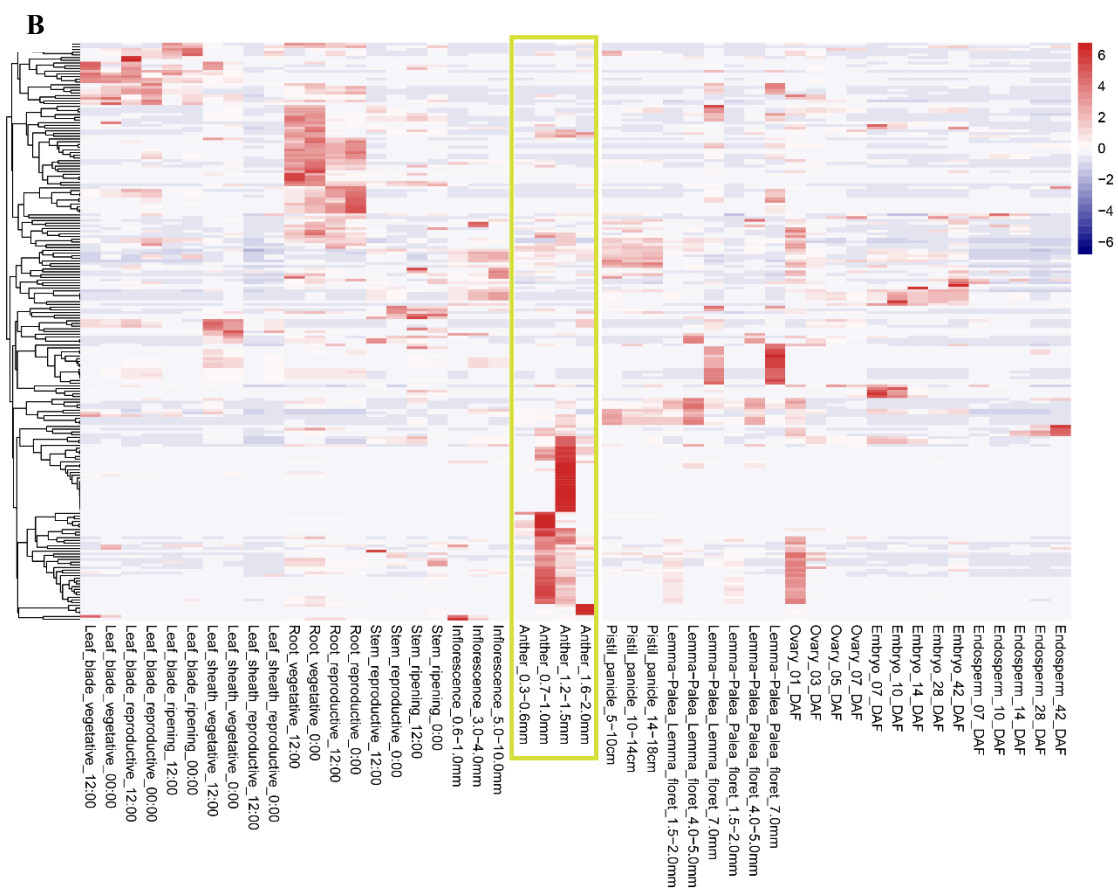

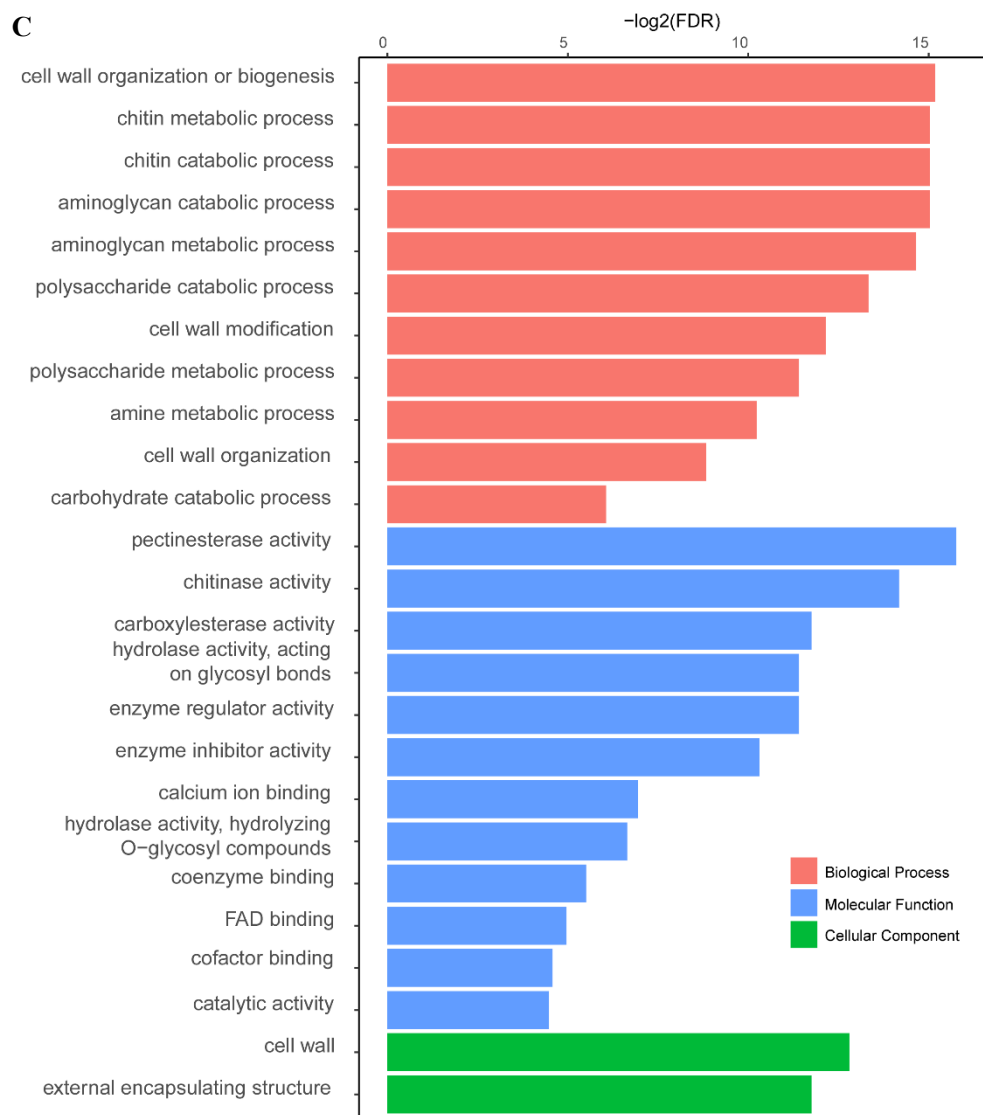

**Supplementary Figure 5. DEGs of all time points.**

(A) heatmap of 177 DEGs in anther; each row corresponds to a gene, each column corresponds to a time point, the color of every cell indicates the expression level based on z-score normalization. (B) heatmap of 177 DEGs in all tissues; each row corresponds to a gene, each column corresponds to a tissue. (C) significant GO enrichment of 177 DEGs; red bar is biological process, blue bar is molecular function, green bar is cellular component. X-axis is  $-\log(\text{FDR})$  and different GO terms is in Y-axis.

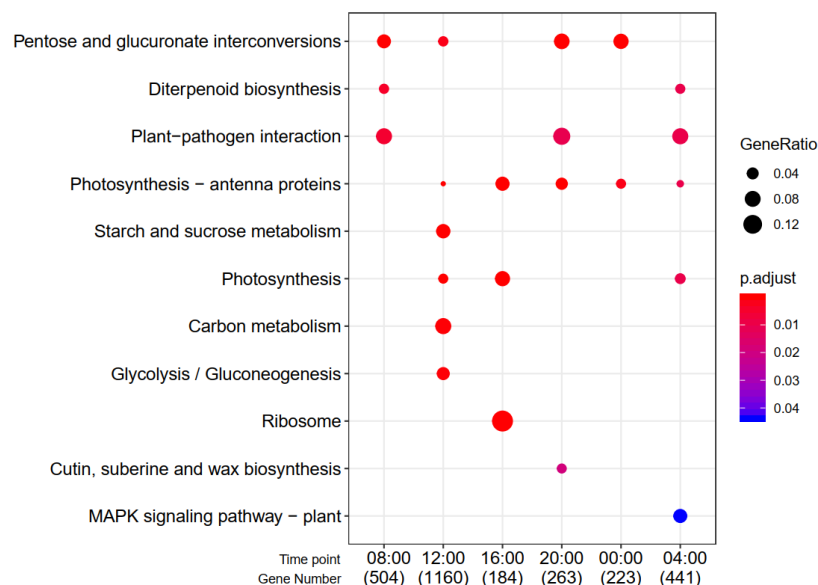

**Supplementary Figure 6.** KEGG enrichment analysis of all DEGs. X-axis is all time points, Y-axis is various KEGG terms, GeneRatio, depicted by circle size, indicates the rate of gene number of related term compared with all gene number in each time point; p.adjust, shown by color, indicates significance level of enrichment results from blue to red.

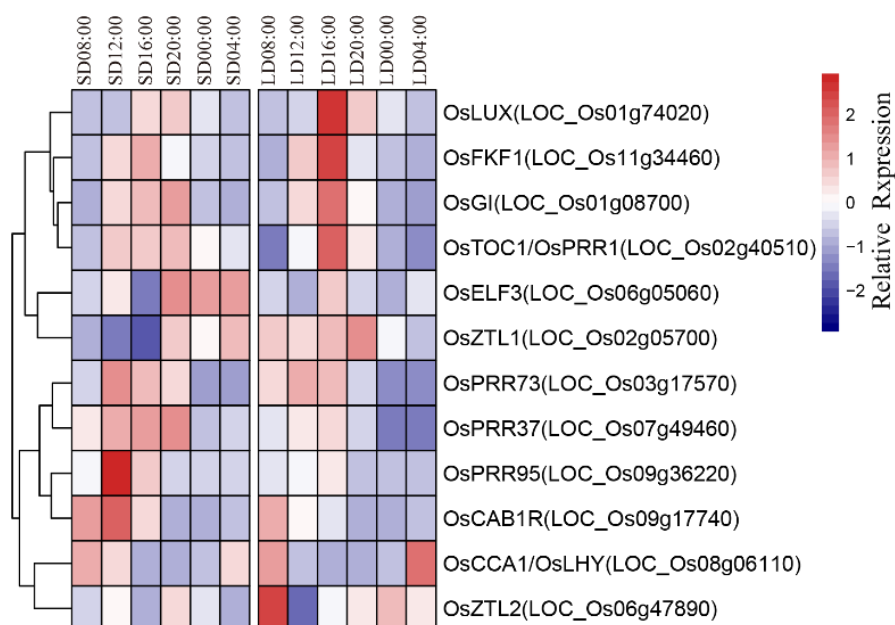

**Supplementary Figure 7.** Heatmaps and dendrograms of circadian rhythm genes. Blue color indicates the down-regulation in anthers; red color indicates up-regulation in anthers.

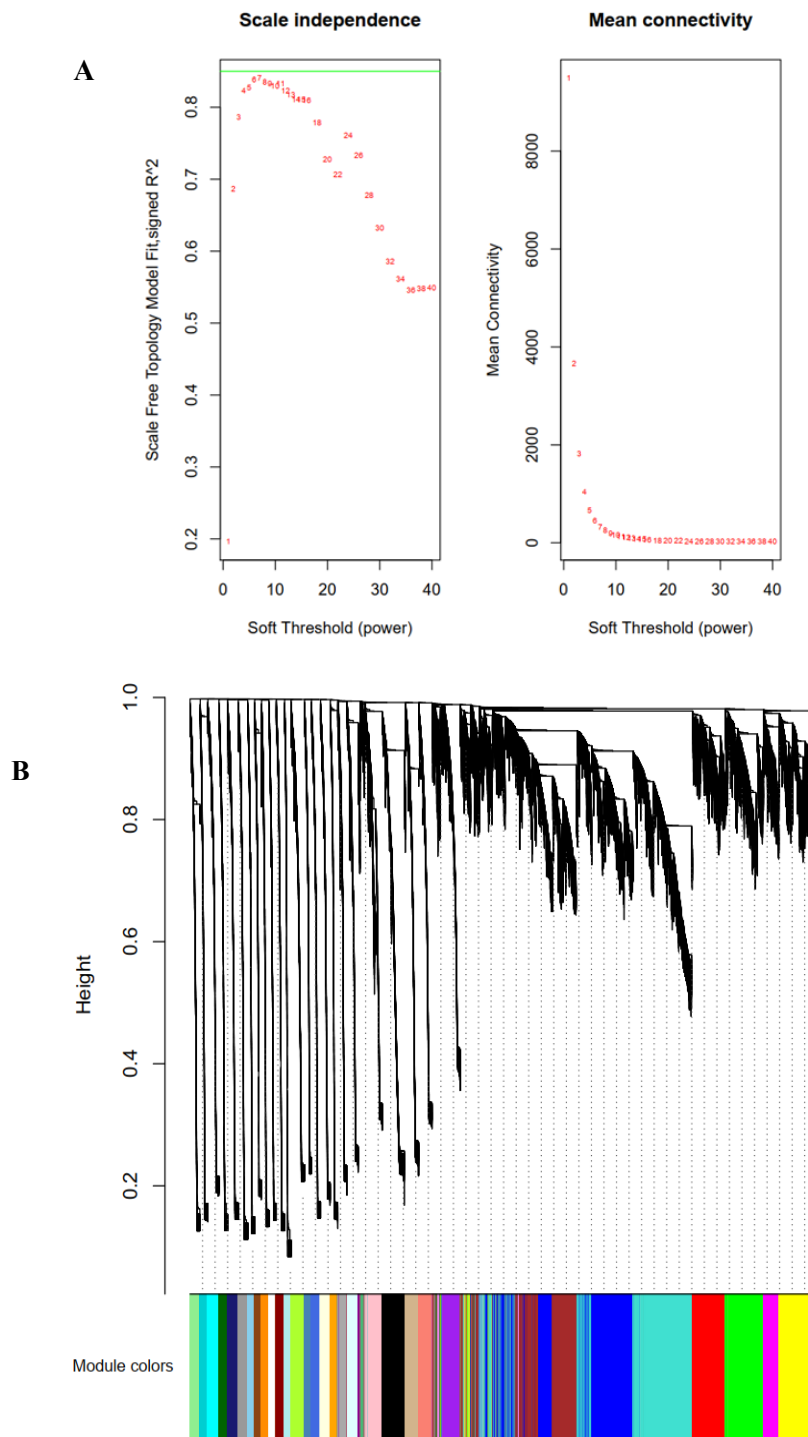

**Supplementary Figure 8.** (A) The network topology for various soft thresholding powers. The left panel shows the scale-free fit index (y-axis) as a function of the soft-thresholding power(x-axis). The right panel displays the mean connectivity (degree, y-axis) as a function of the soft-thresholding power(x-axis); (B) 35 modules of expressed genes were identified in all RNA-seq sets by clustering dendrograms analysis: each ‘tree leaf’ represents an independent gene; each ‘branch’ represents a module; the lowest panel show module colors.

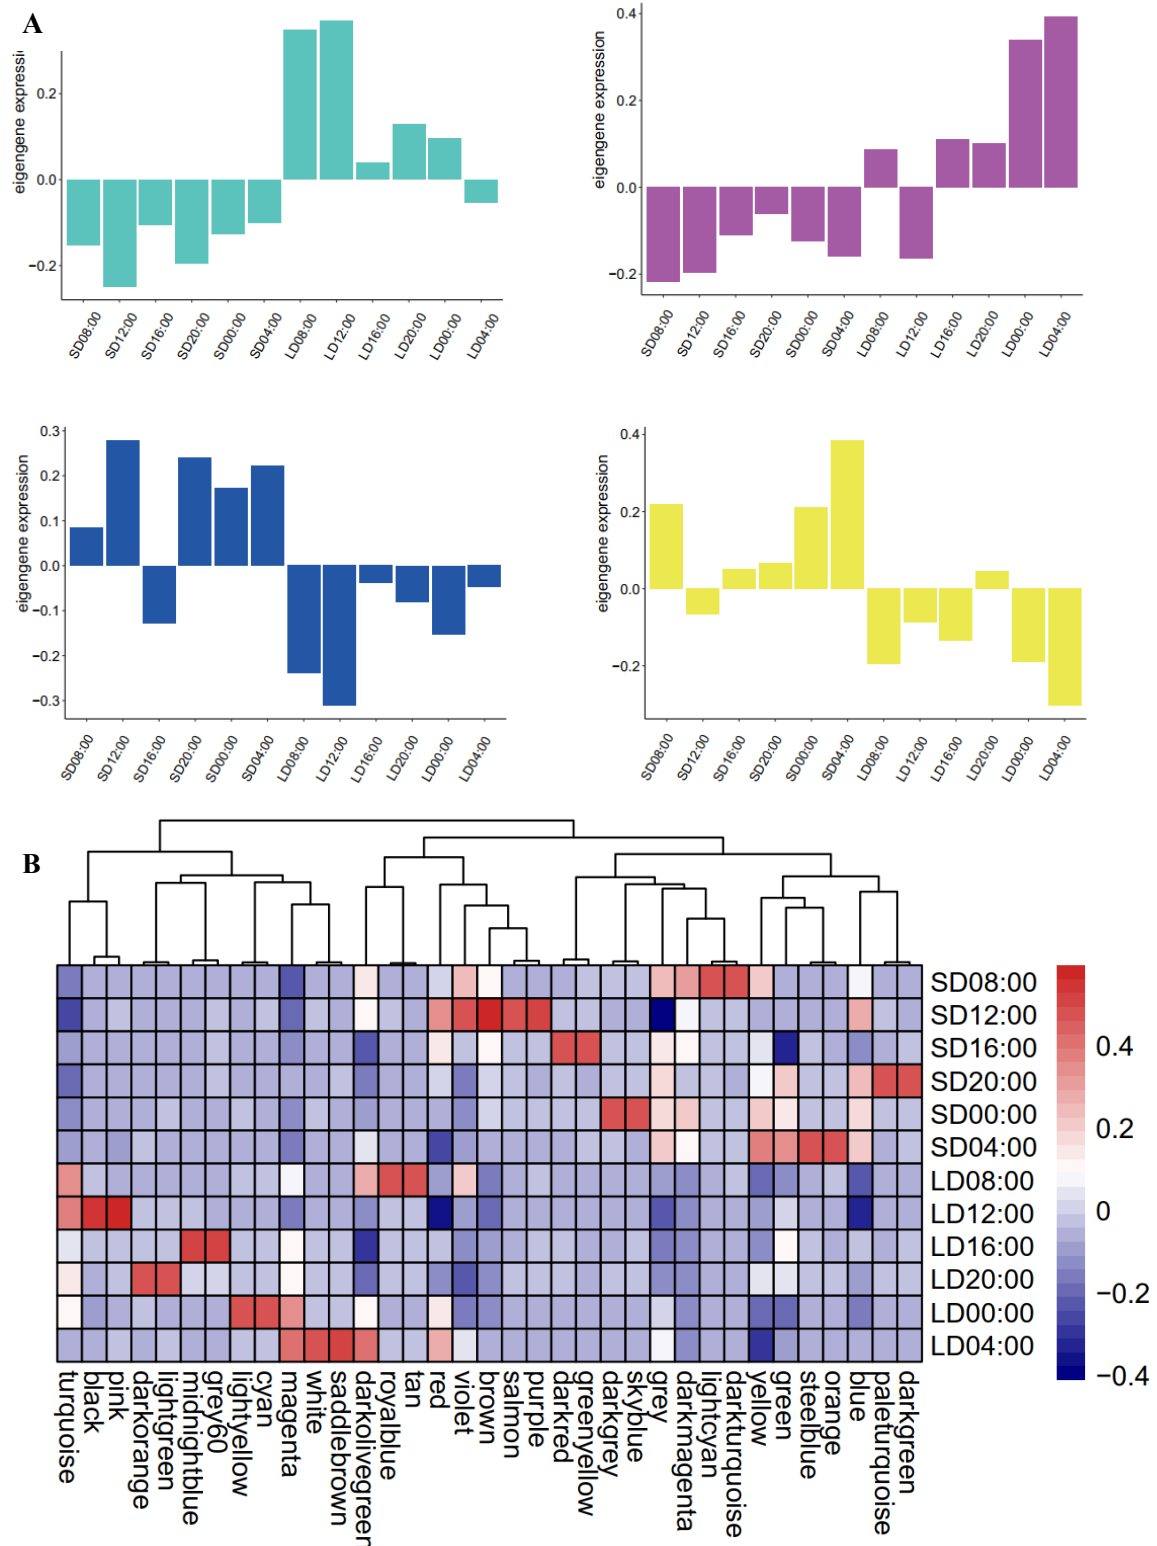

**Supplementary Figure 9. (A)** Expression pattern of four selected modules (turquoise, magenta, blue and yellow), with high correlation to photoperiod. **(B)** heatmap of all module; Each row corresponds to a time point, Each column corresponds to a module, the color of every cell indicates the eigengene expression.

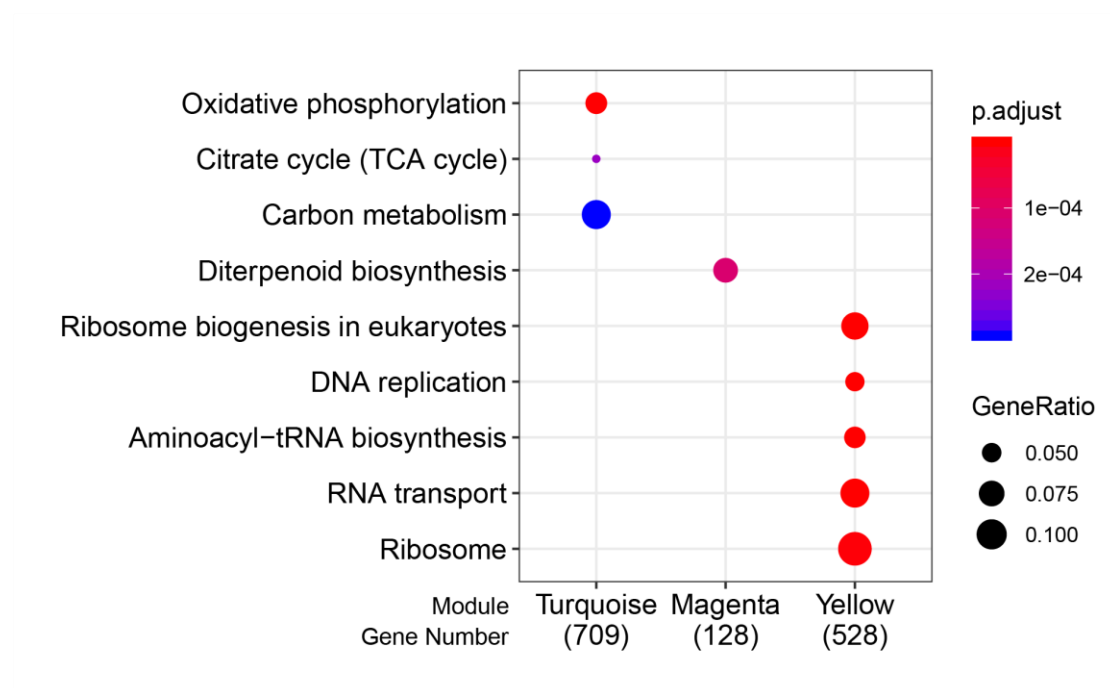

**Supplementary Figure 10.** KEGG enrichment results of four modules.

X-axis is all time points, Y-axis is various KEGG terms, GeneRatio, depicted by circle size, indicates the rate of gene number of related term compared with all gene number in each time point; p.adjust, shown by color, indicates significance level of enrichment results from blue to red.

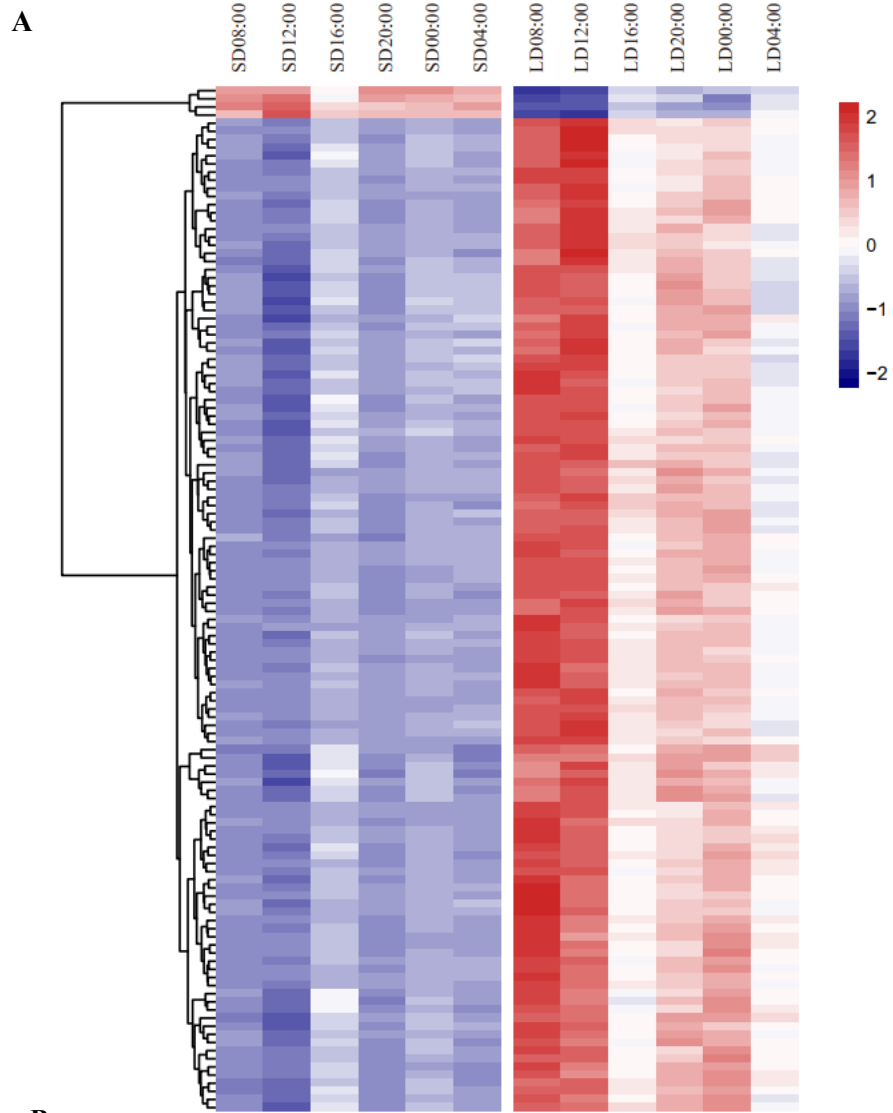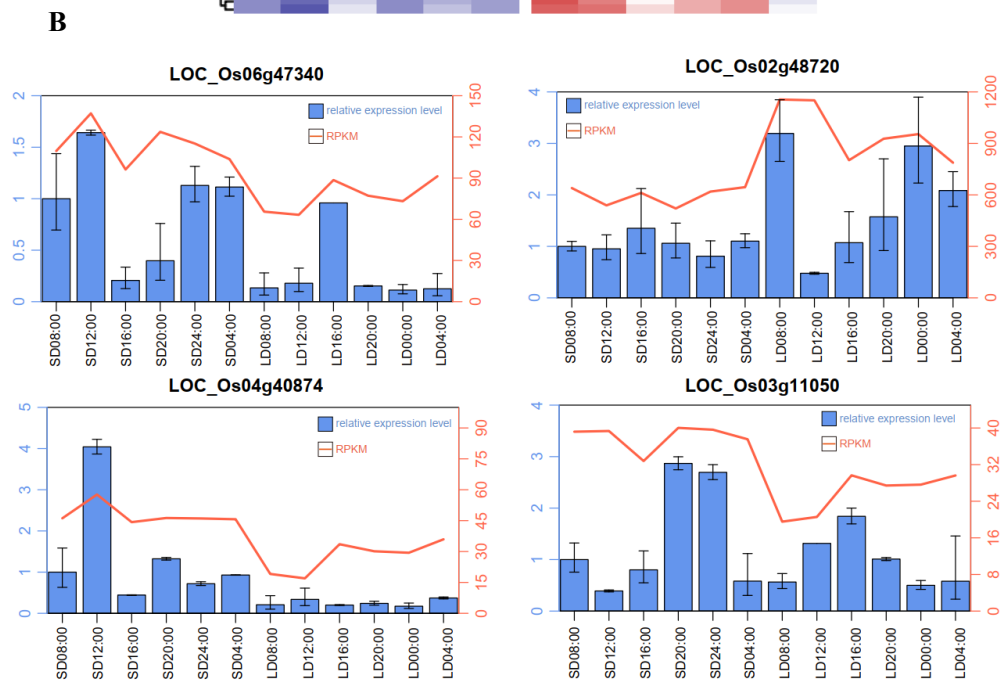

**Supplementary Figure 11.** (A) The heatmap of *CSA*, *UgpI* and their high correlation genes. cluster tree in the left of heatmap; each row corresponds to a gene, each column corresponds to a time point, the color of every cell indicates the expression level based on z-score normalization. (B) Validation of the expression of co-expressed genes. Gene expression levels were detected by qRT-PCR based on  $2^{-\Delta\Delta C_t}$  method, represents the relative expression level and represents RPKM. The left Y-axis and the blue box are relative expression level, the right Y-axis and the orange line is RPKM.

# Supplementary material for: Transcriptome Analysis Reveals Photoperiod-Associated Genes Expressed in Rice Anthers
**Source:** Front Plant Sci. 2021 Feb 26;12:621561. doi: 10.3389/fpls.2021.621561
**Supplement:** Supplementary file 2

**Supplementary Table 1** Sequencing statistics of 12 samples with 2 repeats.

High-throughput sequencing obtained 84.7Gb raw data and 681,232,353 reads totally. 81.2Gb (95.6% of raw data) clean data and 608,741,417 clean reads (89.3% of raw reads) were identified after quality filter, each library contains from 22,280,212 to 32,350,561 reads and the average clean reads were 25,364,225. Further, 90.6%-93.1% (average 92.3%) clean reads could be mapped exactly onto rice reference genome while the unique-mapping rate reached at 85.7%-92.7% (average 88.6%).

| SampleName | Raw reads | Raw bases(bp) | clean reads | GC% | MappedRate | UniqueMapped(bp) | UniqueMappedRate |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 04:00(SD)-1 | 33558580 | 4642308114 | 30431816 | 48 | 0.93 | 27623030 | 0.908 |
| 04:00(SD)-2 | 25116365 | 3568619657 | 22351589 | 49 | 0.911 | 19848582 | 0.888 |
| 08:00(SD)-1 | 33524282 | 4271238139 | 29147540 | 50 | 0.934 | 26423049 | 0.907 |
| 08:00(SD)-2 | 26196108 | 3209895757 | 22336664 | 49 | 0.909 | 19592214 | 0.877 |
| 12:00(SD)-1 | 26702929 | 3425181681 | 23488891 | 51 | 0.929 | 20959457 | 0.892 |
| 12:00(SD)-2 | 24859114 | 3241775808 | 22344403 | 51 | 0.918 | 19849940 | 0.888 |
| 16:00(SD)-1 | 25785652 | 3481890688 | 22704181 | 52 | 0.925 | 20342442 | 0.896 |
| 16:00(SD)-2 | 30043559 | 4019331476 | 27119041 | 52 | 0.929 | 24084133 | 0.888 |
| 20:00(SD)-1 | 26685005 | 3341467170 | 23468056 | 50 | 0.924 | 21034933 | 0.896 |
| 20:00(SD)-2 | 35584497 | 4759255337 | 32350561 | 50 | 0.931 | 29171597 | 0.902 |
| 00:00(SD)-1 | 26263782 | 3691941363 | 24124078 | 49 | 0.952 | 22351249 | 0.927 |
| 00:00(SD)-2 | 27440369 | 3476690620 | 24809980 | 51 | 0.932 | 22327575 | 0.9 |
| 04:00(LD)-1 | 27010289 | 3105543921 | 24635451 | 50 | 0.933 | 21704892 | 0.881 |
| 04:00(LD)-2 | 26936245 | 3259879362 | 24088804 | 50 | 0.92 | 20908309 | 0.868 |
| 08:00(LD)-1 | 25510999 | 3169750991 | 23354376 | 50 | 0.933 | 20832912 | 0.892 |
| 08:00(LD)-2 | 30710756 | 3635331846 | 27750468 | 50 | 0.937 | 24891190 | 0.897 |
| 12:00(LD)-1 | 32294671 | 3542411164 | 28147588 | 51 | 0.891 | 24188774 | 0.859 |
| 12:00(LD)-2 | 29579372 | 3322260241 | 26415628 | 50 | 0.899 | 22627173 | 0.857 |
| 16:00(LD)-1 | 28529202 | 3374418664 | 25746089 | 51 | 0.905 | 22465780 | 0.873 |
| 16:00(LD)-2 | 31034744 | 3338252735 | 27684505 | 50 | 0.925 | 23904063 | 0.863 |
| 20:00(LD)-1 | 25092415 | 3193280458 | 22280212 | 51 | 0.906 | 19242474 | 0.864 |
| 20:00(LD)-2 | 27057288 | 3386404619 | 23856147 | 51 | 0.924 | 21066198 | 0.883 |
| 00:00(LD)-1 | 27304551 | 3120251796 | 24629147 | 52 | 0.925 | 21801083 | 0.885 |
| 00:00(LD)-2 | 28411579 | 3211549822 | 25476202 | 52 | 0.917 | 22357162 | 0.878 |

**Supplementary Table 2** The number of genes in the 34 modules

| **Module Colors** | **Freq** | **moduleColors** | **Freq** |
| --- | --- | --- | --- |
| Turquoise | 5852 | Lightyellow | 622 |
| Blue | 4929 | Royalblue | 587 |
| Brown | 3607 | Darkred | 555 |
| Yellow | 2698 | Darkgreen | 554 |
| Green | 2595 | darkturquoise | 515 |
| Red | 2110 | Darkgrey | 492 |
| Black | 1496 | Orange | 487 |
| Pink | 1152 | Darkorange | 474 |
| Magenta | 1132 | White | 472 |
| Purple | 1090 | Skyblue | 453 |
| Greenyellow | 917 | Saddlebrown | 446 |
| Tan | 852 | Steelblue | 445 |
| Salmon | 847 | paleturquoise | 408 |
| Cyan | 710 | Violet | 330 |
| Midnightblue | 703 | Darkolivegreen | 273 |
| Lightcyan | 671 | Darkmagenta | 177 |
| Grey60 | 660 | grey | 78 |
| Lightgreen | 655 |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

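RNA was measured in anthers of rice grown under SD (12-h light) or LD (about 14-h light) conditions at 6 time points, with 2 replicates for each of the 12 groups, so 24 libraries in all. The authors sequenced on the Ion Proton platform, removed reads with 20% or more of bases under quality 13, and mapped the clean reads with MapSplice to the MSU Nipponbare genome. The release of that genome is not stated. The deposited values are the authors' read counts per MSU locus, without normalization and with replicates kept apart. The counting tool, the use of strand, and the handling of reads that map to more than one locus are not stated in the paper's text or its supplementary files, so values of close gene family members carry that uncertainty. All 24 columns of the count table were used. The design text of the series and the paper describe LD differently, as 14 h of dark and as about 14 h of light, and the paper's description was followed.

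The file holds 55986 loci. Library totals were between 18043740 and 27529649 counts, the number of loci with at least 1 count was between 28171 and 29547, and the 100 most abundant loci held 13.9% to 20.5% of a library. TMM factors ran from 0.823 (LD 12:00, replicate 2) to 1.10 (SD 12:00, replicate 2). The paper's clean reads were counted on loci at a median of 84.4%, and 3 libraries, all LD, were below 75%. These read numbers follow the total counts over SD libraries and not over LD libraries, so their rows may not match the LD columns, and the analyses of read length carry that uncertainty. If the LD columns rather than the rows carry another label, the comparisons of SD with LD by time point carry it too. At this depth a gene at 1 CPM has about 18 or more counts. Gene names were taken from the paper and its supplementary sheets, since none of the locus IDs matched the symbol table at hand (0 of 55986).

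Differential expression between SD and LD anthers was computed within each time point on its 4 libraries with edgeR 4.0.16 in R 4.3.3, using filterByExpr, TMM normalization, and the quasi-likelihood F-test. The paper's thresholds were kept, a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Log2 fold changes are those of the fit, with the default prior count. The standard errors printed with them are the absolute log2 fold change divided by the square root of the quasi-likelihood F. They are therefore implied by the test and not estimated separately by the fit. Where every library of one group held 3 counts or fewer, a lower bound of the fold was given in place of a fitted value. Over all 24 libraries, photoperiod and light or dark were fitted together, and the interaction of photoperiod and time point was tested in a model of the 12 groups. DESeq2 1.42.0, which the authors used, was run on the same counts as an alternative. Other alternatives were RLE size factors, library totals without TMM, looser and stricter filters on low counts, one fit of all 24 libraries, the replicate number as a block, a test against a fold change of 2, no fold-change threshold, and leaving out each library in turn.

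Correlation with photoperiod (SD 0, LD 1) used CPM of library totals for genes with at least 1 CPM in at least 2 libraries. For single genes, p values came from 100000 permutations. Topological overlap was computed on unsigned correlations raised to the power 7, and the 100 genes of highest overlap were taken as partners. The DEGs were clustered by k-means (7 clusters, 50 starts) on z-scores of group means of log2 CPM with an offset of 0.5. Rhythm genes were fitted with a cosine of 24 h, and a fit was used when its R2 was at least 0.6 in both photoperiods. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 were used for these steps. Gene lists were the transport, carbohydrate, lipid, and anther lists of the paper, its 30 transcription factor genes, its shared partners of *CSA* and *OsUgp1*, and lists found by a word search of the annotations (ras-related, translocase, lipid transfer protein, potassium transporter, hydrolase, and transferase). A pollen list and an earlier anther list were drawn from genes the paper names or annotates.

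The genes examined by name, 60 in all, are genes that the paper's results name, members of the families they name (HKT, HAK, MST, SUT, and invertases), and genes with qRT-PCR primers, each with a locus ID in the paper's text or sheets. All enter the counts of named genes, but no values are printed for *OsMST2*, *OsMST4*, *OsMST8*, *OsSUT2*, *OsSUT5*, *OsHAK10*, *OsHAK16*, and *OsHAK21*. The rule also covered the extremes among genes called at all 6 time points in one direction, but the count of such genes was 0. The main settings, the alternatives, and this rule were written before the data were examined, except the read length covariate, its permutation among LD libraries, and the alternatives for the interaction test, which were chosen after it.

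The differential expression, interaction, and correlation steps were tested on simulated counts in which 200 genes were changed by 4-fold. The k-means clusters, the cosine fits, and the stage index were not tested in this way. The edgeR fit of 2 against 2 libraries recovered 194 of them (97.0%) among 23438 genes, with 4.43% of its calls false, and DESeq2 recovered 183 (91.5%) among 32823 genes. The fit of 12 against 12 libraries recovered 200 among 23661 genes, with 6.10% of its calls false. The interaction test recovered 173 (86.5%) among 24541 genes, and the 24-library fit 197 at 12:00 among 24541 genes. The simulated genes all had a biological coefficient of variation of 0.2, and no variation between time points beyond the planted changes. The data had far more changed genes and a spread that differed between time points, so the recoveries hold for that simpler setting. The correlation step recovered 200 among 22640 genes, and the topological overlap step, run on simulated profiles of 2000 genes with 100 planted in one module, returned 61 partners, all from the module.

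GO and KEGG enrichment, the WGCNA modules and module membership, pollen phenotypes, and qRT-PCR were not analysed here. Gene length and GC content were not examined.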

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

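The results in this part were singled out because the photoperiod effect differed between time points in a direct test. The tests of the spread at 12:00, of developmental stage at 12:00, and of the phase of rhythm genes were chosen after the result was seen.

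The interaction of photoperiod and time point had an adjusted p under 0.05 for 12370 of 25498 genes (edgeR), and for 38 of the 60 named genes. Of the 11717 DEGs, 855 were called in both directions at different time points. Among the 6 time points, 12:00 had the most DEGs. Sequencing depth does not account for it, since 9429 DEGs were found at 12:00 with every library thinned to 18043740 counts, against 4075 at the next time point. A few abundant genes do not account for it either, with 9501 DEGs without the 100 most abundant genes, which held 16.4% of the counts. With one estimate of the spread shared by all 24 libraries, 12:00 had 9884 DEGs, again the most. Composition remains a limit on direction, because the median log2 fold change of all genes at 12:00 was 0.27 when scaled by library totals. The number of genes whose photoperiod effect depends on time point was 12154 with the replicate block and 13375 with no filter beyond 1 count, the lowest and highest of the 4 alternatives, all chosen after the data were seen.

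A difference in developmental stage between SD and LD anthers at 12:00 is a possible explanation that stays open. An index of 15 pollen genes against 6 earlier anther genes was lower at SD 12:00 than in the other SD libraries by 1.20 z units (exact p = 0.0303, adjusted 0.0909, smallest possible 0.0152), in both libraries. The pollen genes alone were lower by 1.11 (exact p = 0.0152, adjusted 0.0909), while the earlier anther genes, which a younger stage would raise, moved by 0.0849 (exact p = 0.727). At LD 12:00 the index was higher by 0.639 (exact p = 0.152). All 21 genes were picked by the study on these libraries, and 32.9% of 10000 random lists matched for their difference between SD and LD fell as far at SD 12:00. The index therefore does not separate stage from the general photoperiod effect. A response to the time of day in relation to the light schedule, the biological explanation that the design offers, was not tested apart from it.

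5 named genes were called in opposite directions at different time points. The adjusted p of the interaction (edgeR) was 2.452e-05 for *OsCCA1*, higher in SD anthers at 12:00 and lower at 04:00. It was 5.901e-05 for *OsCAB1R*, higher in SD at 12:00 and 20:00 and lower at 04:00. It was 6.312e-05 for *OsMST6* and 0.0001942 for *OsMST3*, both higher in SD at 12:00 and lower at 04:00. It was 6.321e-05 for *OsMST1*, lower in SD at 12:00 and higher at 20:00. The log2 fold change of *OsCCA1* at 04:00 fell to −0.94 without one library and to −0.89 with library totals. The call of *OsMST1* at 20:00 was lost with library totals, with at least 10 counts in each library, and with the replicate block, at log2 fold changes of 1.54, 1.49, and 1.51. Depth was not tested for the direction of these genes. Reads shared between the MST genes by the counting were not tested.

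For *OsCCA1* and *OsCAB1R* a later phase under SD may underlie opposite signs on either side of a peak. Over 9 rhythm genes with a fitted 24-h cosine, the mean delay in SD was 1.03 h (from −0.06 to 2.07 h), later in SD for 8 of the 9, though by 0.019 h for *OsFKF1*. Swapping SD and LD within time points gave a mean delay as large in 10 of 64 swaps (exact p = 0.156, smallest possible 0.0312). A common delay and gene-specific changes cannot be told apart here, since 6 time points 4 h apart with 2 replicates allow few swaps, and *OsPRR95* (−0.06 h) and *OsFKF1* were close to no delay.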

How the results depend on the processing

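Alternatives were set before the data were examined, apart from mean read length as a covariate and those of the interaction test. Across counts and correlations, 194 values from alternatives stayed within 1.5 times the main count or on their side of the threshold, 72 moved, 2 became weaker, and none reversed.

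Among the numbers of DEGs at each time point, at any, and at all time points, those at 16:00, at 00:00, and at all time points moved most. At 16:00, where edgeR gave 0 DEGs (7275 genes at an unadjusted p under 0.05), DESeq2 gave 1675, a filter of at least 1 count 1402, and the 24-library fit 1483. At 20:00 (1172), DESeq2 gave 1963, library totals 615, the 24-library fit 1776, and the test against a fold change of 2 gave 288. At 00:00 (364), DESeq2 gave 1793, library totals 700.0, at least 1 count 1312, at least 10 counts 179, the 24-library fit 2598, and the test against a fold change of 2 gave 92. For DEGs at all time points (0), DESeq2 gave 169, at least 1 count 238, and the 24-library fit 195. The test against a fold change of 2 also gave 1704 at 08:00, 763 at 04:00, and 6950 at any time point. Dropping the fold-change threshold gave 14918 at 12:00, 7053 at 04:00, and 17806 at any time point. The cause was not tested, except that these last settings raise or drop the fold-change limit by construction. At 12:00, every alternative other than the last stayed within 1.5 times 9551.

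With the replicate number as a block (replicate block), there were 2078 DEGs at 16:00, 3021 at 00:00, and 220.0 at all time points, and in the 24-library fit with the block there were 1448, 2609, and 233. Same-numbered SD and LD libraries were not consistently paired. The correlation of deviations of same-numbered SD and LD libraries ran from −0.227 at 08:00 to 0.266 at 16:00, and over the 66 pairs of groups it was above 0.1 in 18 and below −0.1 in 20. Within LD it was above 0.1 in 9 of 15 pairs of groups and below −0.1 in 0, and replicate 1 lay nearer to SD than replicate 2 at all 6 LD time points and at 2 of the 6 SD time points. In LD the number may therefore mark a shared difference, and the 2078 DEGs with the block at 16:00 were not separated from it. The tests of read length, depth, and stage given below did not settle its source.

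Genes differing by photoperiod (9756) numbered 3498 to 4898 in the 2 fits that each left out one replicate of every group, which use 12 libraries, and 2532 with mean read length as a covariate. Genes differing by light or dark (922) depended on the libraries used. They numbered 1835 with DESeq2, 5 in each fit without replicate 1 or replicate 2, 339 without 12:00, 1868 without 16:00, 280.0 without 20:00, 333 without 00:00, 290.0 without 04:00, and 396 with the read length covariate. Genes correlated with photoperiod (10838) numbered 5467 on 12 group means and 1902 to 4694 without one replicate, in both cases with 12 values.

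The gene significance of *DAO* was 0.767 without replicate 1 and 0.868 without replicate 2, and that of *OsSWN1* was −0.790 on the log2 scale, so both fell under 0.8 in one setting. The shared partners of *CSA* and *OsUgp1* were 43 of 50 and 174 of 200, in step with the number of partners asked for. The largest cluster held 3547 genes with 5 clusters in place of 7.

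For the named genes, 661 values from other settings were compared over 67 pairs of gene and time point. Of these, 617 kept their direction and their side of the threshold, 11 lost the call, 33 gained it, and none reversed. The gains were for *OsABCG15*, *OsLAP6*, *HTH1*, *MST7*, *MST5*, *SUT1*, and *OsLUX* at 16:00, *SUT1* at 00:00, and *OsUgp1* at 12:00. Of 268 values with one library left out, 255 stayed within the spread, 13 moved, and none changed direction.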

Differences from the paper's values

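At 16:00 the paper gives 824 up-regulated and 546 down-regulated genes in SD anthers, and edgeR gave 0 and 0 (7275 genes at an unadjusted p under 0.05). Among the alternatives set before the data were examined, DESeq2 (1037 and 638), which the paper's methods name, at least 1 count (855 and 547), the 24-library fit (922 and 561), and the replicate block in that fit (863 and 585) came within 1.5 times of both. The replicate block within time points did so for the first (1148) and not for the second (930). RLE size factors, library totals, at least 10 counts, the test against a fold change of 2, and adjusted p alone did not.

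At 20:00 Figure 1A shows about 520 up-regulated and about 1500 down-regulated genes, read by eye, against 288 and 884. DESeq2 (527 and 1436), at least 1 count (453 and 1241), the 24-library fit (467 and 1309), and the replicate block in that fit (487 and 1246) closed both gaps, and adjusted p alone closed the first (401). RLE size factors, library totals, at least 10 counts, the replicate block within time points, and the test against a fold change of 2 closed neither. At 00:00 the figure shows about 730 and about 1100, read by eye, against 176 and 188. DESeq2 (709 and 1084), at least 1 count (540.0 and 772), the 24-library fit (1015 and 1583), and the replicate block in that fit (988 and 1621) closed both, the replicate block within time points closed the first (1079), and the rest closed neither.

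The paper gives 177 genes at all time points, 138 of them higher in LD, against 0 and 0 here. DESeq2 (169 and 132), at least 1 count (238 and 181), the 24-library fit (195 and 153), the replicate block (220.0 and 195), and the replicate block in the 24-library fit (233 and 188) closed both gaps, and the other alternatives did not. For DEGs at 00:00 alone, the paper gives 64 and edgeR gave 3. DESeq2 (63) closed the gap and no other alternative did.

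For carbohydrate metabolism the paper gives 250 hydrolase and 118 transferase genes, against 74 and 28 by a word search of the annotations. DESeq2 (75 and 28), the 24-library fit (75 and 28), and library totals (72 and 22) did not close the gaps. The search matched 76 and 28 loci in all, called or not, so no fit reaches 250 and 118. The fits therefore do not test these gaps.

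The paper describes *OsPRR37* as lower in SD than in LD anthers at night, and the means here were 2.36, 3.78, and 3.58 times higher in SD at 20:00, 00:00, and 04:00. The paper's results describe *OsLUX* as higher in SD at 16:00 and its discussion as higher in LD, and here LD was 2.70 times higher. The paper reports little difference for *OsPRR73*, which was called lower in SD at 08:00 (log2 fold change −1.02) and was not called with library totals (−0.90).

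The paper reports *MST7* as higher in SD at every time point, and edgeR did not call it at 16:00 (log2 fold change 3.32). DESeq2, at least 1 count, the 24-library fit, and both block fits called it. The paper reports *SUT1* as higher in LD at all times except 16:00, and edgeR did not call it at 00:00 (log2 fold change −2.46), where the same alternatives called it. The paper places its 51 anther genes, with *OsABCG15*, *OsLAP6*, and *HTH1*, among genes changed at all time points. edgeR called none of the 51 at 16:00, while DESeq2 called 45 and the 24-library fit 39 at all 6.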

Other observations

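The read length covariate and the tests on read numbers within SD or LD libraries were chosen after the data were seen, and so were the comparison of the spread at 16:00 and the splits of the 12 groups for the correlations and for light or dark.

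Of 100 splits of the 24 libraries into 12 and 12, 1, the real one, gave as many genes differing by photoperiod (9756, the next 4521). The same held for genes correlated with photoperiod (1 of 100, the next 5945). With the 12 groups kept whole, 1 of 100 splits gave as many genes differing by photoperiod, the next 8367, and 1 of 462 as many correlated genes, the next 9602. For genes differing by light or dark (922), 1 of 100 splits of single libraries gave as many, and the other 99 gave 0. With the groups kept whole, 7 of 100 splits gave as many, up to 5142, so other groupings of the 12 groups give as many genes as light or dark does.

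At 16:00 the common biological coefficient of variation was 0.223, and it was 0.277 at 00:00, where 364 genes were called. Of the 6 time points, 16:00 had 0 DEGs (7275 genes at an unadjusted p under 0.05) without having the largest average spread. The median absolute log2 fold change over the DEGs of any time point was smaller there, however (0.471, against 0.630 at 00:00). That set holds no gene called at 16:00, which favours a smaller value there, and over all tested genes the medians were 0.360 and 0.372. The gap between SD and LD along the axis that separates them was 0.443 at 16:00 and 0.884 at 00:00. The replicate difference was 99.5% and 58.9% of that gap, against 28.1% and 43.4% at 00:00. The prior degrees of freedom were the lowest of the 6 fits there (2.92, against 4.05 to 4.99), and the 24-library fit gave 1483 DEGs. The spread and the size of the effect at 16:00 cannot be told apart as the source of the count of 0. The spread differed from 00:00, and whether the size of the effect did depended on the measure. The fit with a shared spread also changed the calls.

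Replicates of one group differed along the axis that separates SD from LD. The absolute correlation of the replicate difference with that contrast ran from 0.0557 (SD 12:00) to 0.721 (LD 16:00), with a median of 0.422 over 12 groups. As a share of the gap between SD and LD it was 99.5% at LD 16:00, 58.9% at SD 16:00, and a median of 24.2%. The difference in log2 depth was not significantly correlated with it (r = −0.323, permutation p = 0.304, rho −0.189, n = 12), with r = −0.505 without SD 04:00 and SD 20:00, so depth is not excluded. The difference in read length was correlated with it (r = 0.630, permutation p = 0.0291, adjusted 0.0437, rho 0.608, adjusted 0.0603, n = 12), and r was 0.459 without SD 00:00 and SD 20:00. Within the 6 SD groups r was 0.632 (exact p = 0.181) and within the 6 LD groups 0.886 (exact p = 0.0264). The LD value and the r over 12 groups take LD read lengths from the row of the same name. The LD totals go with the row of the preceding time point, as given below, so neither correlation can be relied on. Read length and other differences between replicates cannot be told apart here, since the read lengths of LD libraries may not belong to the count columns of the same name. The difference in the stage index was also correlated with it (r = −0.916, adjusted permutation p = 0.00036, rho −0.888, and −0.827 without 2 groups). Since 37.6% of random matched lists gave an r as extreme (median −0.896), stage cannot be told apart from other differences along the axis.

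Total counts followed the paper's clean reads over the SD libraries (r = 0.997, rho 0.993, n = 12), with 82.6% to 87.0% counted. Over the LD libraries they did not (r = −0.0981, rho −0.126, permutation p = 0.761, n = 12), with 69.2% to 94.7% counted and 2 libraries above the mapped rate that the paper gives. Rows of the read table and LD count columns of one name may therefore not be from the same library. LD totals go instead with the clean reads of the preceding time point, replicate by replicate. The lowest LD total, 18043740 in LD 00:00 replicate 1, goes with the lowest LD clean reads, 22280212 under LD 20:00 replicate 1. The highest, 23293969 in LD 12:00 replicate 2, goes with 27750468 under LD 08:00 replicate 2. Which of the 2 carries the other label was not tested. Under the column labels the mean delay of 9 rhythm genes in SD was 1.03 h. Earlier LD times would lengthen it, which does not decide the question. No biological explanation was tested. If the LD columns carry the other label, the comparisons of SD with LD by time point would be affected as well.

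Mean read length was 132 bases in SD and 117 in LD libraries (r = 0.777 with SD). With it as a covariate 2532 of 22916 genes (11.0%) still differed by photoperiod, and 0 differed by read length (214 at an unadjusted p under 0.05). With read length permuted among the LD libraries, 1521 (6.64%) to 8247 genes differed by photoperiod over 100 permutations. A linear effect of read length alone therefore does not account for the whole photoperiod effect under the labels tried. Between replicates of a group, where photoperiod is constant, the score along the axis rose by 0.0248 per base, which over the gap of 14.8 bases would give 39.4% of the mean gap between SD and LD (34.2% with the slope of the SD groups alone). How much of the effect goes with read length stays open, since the correlation behind that slope did not pass within the SD groups and the LD read lengths may belong to other columns.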
